# ASNA1 is essential for cardiac development and function by regulating tail-anchored protein stability and vesicular transport in cardiomyocytes

**DOI:** 10.1371/journal.pgen.1011964

**Published:** 2025-12-10

**Authors:** Wei Feng, Zengming Zhang, Zeyu Chen, Li Wang, Mao Ye, Yusu Gu, Titania Huang, Harrison Ngo, Ju Chen

## Abstract

Recent studies have linked compound heterozygous mutations in ASNA1 to progressive dilated cardiomyopathy and early infantile mortality in humans. However, the specific role of ASNA1 in cardiomyocytes and the molecular mechanisms underlying ASNA1-related cardiomyopathy remain poorly understood. Tail-anchored (TA) proteins, characterized by a single C-terminal transmembrane domain (TMD), require post-translational targeting to intracellular membranes, a process primarily mediated by the evolutionarily conserved Guided Entry of Tail-anchored proteins (GET) pathway in yeast and the Transmembrane Recognition Complex (TRC) pathway in mammals. ASNA1 (also known as TRC40 or GET3) serves as the central ATP-dependent chaperone delivering TA proteins to the endoplasmic reticulum (ER) membrane. To address ASNA1’s role in the heart, we generated constitutive and inducible cardiomyocyte-specific Asna1 knockout mouse models. Constitutive Asna1 deletion during embryogenesis caused perinatal lethality with marked ventricular myocardial thinning by embryonic day 16.5, whereas inducible deletion in adult cardiomyocytes led to rapid ventricular dilation, impaired cardiac function, pathological remodeling, and early mortality. Mechanistically, ASNA1 deficiency destabilized the pre-targeting complex and reduced the expression of multiple TA protein substrates, impairing membrane trafficking and protein transport. Transcriptomic analyses revealed compensatory upregulation of genes involved in protein trafficking and Golgi-to-ER transport, reflecting maladaptive responses to disrupted vesicular transport. Collectively, our findings identify ASNA1 as a critical regulator of TA protein stability and vesicular trafficking in cardiomyocytes, whose loss disrupts cardiac proteostasis and contributes to the cardiomyopathy pathogenesis. Our work provides mechanistic insights into ASNA1-related cardiac disease and highlights potential therapeutic targets.

## Author summary

Cardiomyopathy is a condition characterized by structural and functional abnormalities of the heart muscle, which can impair its ability to pump blood effectively and may eventually lead to heart failure. In this study, we investigated the role of ASNA1, a key protein that delivers other proteins to the endoplasmic reticulum, in the development of cardiomyopathy. ASNA1 has been linked to genetic dilated cardiomyopathy in humans, but its specific function in heart cells was not well understood. We generated mouse models with specific deletions of Asna1 in cardiomyocytes, the cells responsible for heart muscle contraction, to examine its role. Our results showed that when Asna1 was deleted early in development, the mice died shortly after birth with severe heart abnormalities. When we deleted Asna1 in adult cardiomyocytes, the mice developed heart failure rapidly, with significant damage to heart function and structure. The loss of ASNA1 disrupted the stability of essential proteins, leading to defects in protein transport and cellular function. This study highlights the crucial role of ASNA1 in maintaining heart cell function and provides new insights into how its absence can lead to heart disease, potentially opening the door to new diagnostic and therapeutic approaches.

## Introduction

Tail-anchored (TA) proteins are a unique class of integral membrane proteins defined by a single hydrophobic transmembrane domain (TMD) near the C-terminus, which anchors them in the lipid bilayer and serves as a targeting signal [1]. They are distributed across various cellular membranes, including mitochondrial outer membrane, endoplasmic reticulum (ER), Golgi, peroxisomal membrane, and nuclear membranes [2]. Comprising up to 5% of the eukaryotic membrane proteome, TA proteins mediate functionally diverse membrane-associated cellular processes, including intracellular vesicular trafficking, apoptosis, autophagy, lipid biosynthesis, and protein quality control [3–5]. Consequently, mutations in TA proteins are associated with a wide range of diseases, including cancers, immune diseases, liver, and kidney diseases in humans [6–10].

The biogenesis of tail-anchored (TA) proteins poses a significant challenge to cellular proteostasis due to the aggregation-prone nature of their C-terminal transmembrane domains (TMDs) following post-translational release from the ribosome [11]. Without proper handling, these hydrophobic domains are susceptible to misfolding and degradation by protein quality control machinery. Hence, specialized pathways are required to chaperone newly synthesized TA proteins and ensure their accurate membrane insertion. A major, evolutionarily conserved pathway is the Guided Entry of Tail-anchored proteins (GET) pathway in yeast, homologous to the Transmembrane Recognition Complex (TRC) pathway in mammals [1]. This process begins with the capture of nascent TA proteins, commonly by the abundant Hsp70-like chaperone Ssa1 in yeast, which transfers them to the cytosolic co-chaperone Sgt2 (SGTA in mammals). SGTA/Sgt2, selectively recruited to the ribosomes translating TA proteins, shields the hydrophobic TMDs from the aqueous environment. The TA protein is then handed off to a pre-targeting complex—comprising TRC35, UBL4A, and BAG6 in mammals (Get4 and Get5 in yeast)—which facilitates its transfer to ASNA1 (also known as TRC40 in mammals or Get3 in yeast), the central ATP-dependent targeting factor. This pre-targeting complex regulates ASNA1’s ATPase activity and conformational state. In its ATP-bound form, ASNA1 adopts a closed dimeric conformation, forming a hydrophobic groove that securely accommodates the TA protein’s TMD [12]. The ASNA1-TA protein complex is subsequently delivered to the endoplasmic reticulum (ER) membrane, where it engages with the ER-localized TRC receptor complex, composed of tryptophan-rich basic protein (WRB) and calcium-modulating cyclophilin ligand (CAML) in mammals (Get1 and Get2 in yeast). Upon binding of ASNA1 to TRC receptor complex and ATP hydrolysis, WRB/CAML forms a hydrophilic groove within the ER membrane [13], which facilitates TMD insertion by destabilizing the lipid bilayer. Following insertion, ASNA1 undergoes ATP re-binding, promoting its release from the membrane and recycling for subsequent round of targeting [14].

As the central player in the GET pathway, ASNA1 is directly responsible for mediating the ATP-dependent delivery of many TA proteins into the ER membrane, a process critical for maintaining cellular membrane integrity and functionality. Early studies utilized Sec61β and RAMP4 as model substrates, demonstrating their ATP-dependent insertion into the ER membrane through GET3 [15]. Syntaxin 5 (Stx5) and Syntaxin 6 (Stx6), both SNARE proteins involved in vesicular trafficking, critically rely on this pathway in vivo. Their steady-state levels are significantly reduced, and they show aberrant subcellular localization when the TRC pathway is impaired [16–18]. Furthermore, VAPA and VAPB, proteins crucial for membrane contact sites and lipid exchange, were identified as ASNA1 targets, with their steady-state levels affected by pathway impairment [19]. Conversely, some TA proteins (e.g., cytochrome b5 and protein tyrosine phosphatase 1B (PTP1B)) are typically not targeted by the GET/TRC pathway, often utilizing alternative or unassisted insertion routes [1].

Mutations in ASNA1 have been associated with heart diseases. For example, biallelic loss of function variants (V163A/C289W,Q305* heterozygous variants) in ASNA1 results in rapidly progressive cardiomyopathy, acute heart failure, and early lethality in infancy [20]. Mechanistically, these mutations destabilize ASNA1, disrupt its zinc-binding domain, or truncate the C-terminal region, impairing its functionality [20]. In animal models, asna1 deficiency in zebrafish leads to irregular heart shapes, contractility dysfunction, and early lethality [20]. Additionally, Asna1 knockout mice exhibit early embryonic lethality between embryonic day (E) 3.5 and E8.5, underscoring ASNA1’s essential role in mouse heart embryogenesis [21]. However, whether ASNA1 is critical for both embryonic heart development and adult heart function, and whether ASNA1 regulates specific TA proteins critical for cardiomyocyte function remain elusive.

Here, we focus on the role of ASNA1 in mammalian cardiomyocytes, highlighting its impact on cardiac development, function, and adaptive responses to its deletion. By utilizing cardiac specific Asna1 constitutive knockout (cKO) and inducible knockout (icKO), we demonstrate that ASNA1 deficiency disrupts pre-targeting complexes, destabilizes TA proteins, impairs protein trafficking, and alters vesicular transport pathways in embryonic and adult hearts. Our study underscores the essential role of ASNA1 in maintaining cardiac function and offers insights into the development of targeted therapy to address cardiac dysfunction caused by ASNA1 deficiency.

## Results

### Loss of ASNA1 in embryonic cardiomyocytes leads to abnormal heart development in mice

To explore the role of ASNA1 in the developing heart, we first constructed an *Asna1* floxed mouse line (*Asna1*^*f/f*^), with LoxP sites flanking the exon 2 of *Asna1* (Fig 1A). Cardiomyocyte (CM)-specific *Asna1* constitutive knockout mice (*Asna1*^*f/f*^; *Xmlc2-Cre*^*+/-*^, hereafter *Asna1*^*cKO*^) were generated by crossing *Asna1*^*f/f*^ with *Xenopus laevis myosin light-chain 2 (Xmlc2)-Cre* mice, which express Cre recombinase specifically in cardiomyocytes as early as embryonic day (E) 7.5 with high efficiency [22–24]. The protein level of ASNA1 was nearly abolished in *Asna1*^*cKO*^ mice hearts, confirming the cardiac specific deletion of ASNA1 (Fig 1B, 1C). *Asna1*^*cKO*^ embryos exhibited striking cardiac abnormalities, including distorted heart morphology and reduced myocardial wall thickness evident by E14.5 and progressively exacerbated by E16.5 (Fig 1D, 1E). These embryos succumbed to perinatal lethality (S1 Table). Hematoxylin and eosin (H&E) staining revealed a markedly thinner compact myocardium in both ventricles at E16.5 in *Asna1*^*cKO*^ hearts (Fig 1F–1I). At E16.5, Ki67 immunostaining revealed a significant reduction in cardiomyocyte proliferation in *Asna1*^*cKO*^ hearts compared to controls (S1A Fig). However, TUNEL staining did not show an increase in apoptosis at this stage (S1B Fig). These data suggest that ASNA1 is critical for normal embryonic heart development.

**Fig 1:**
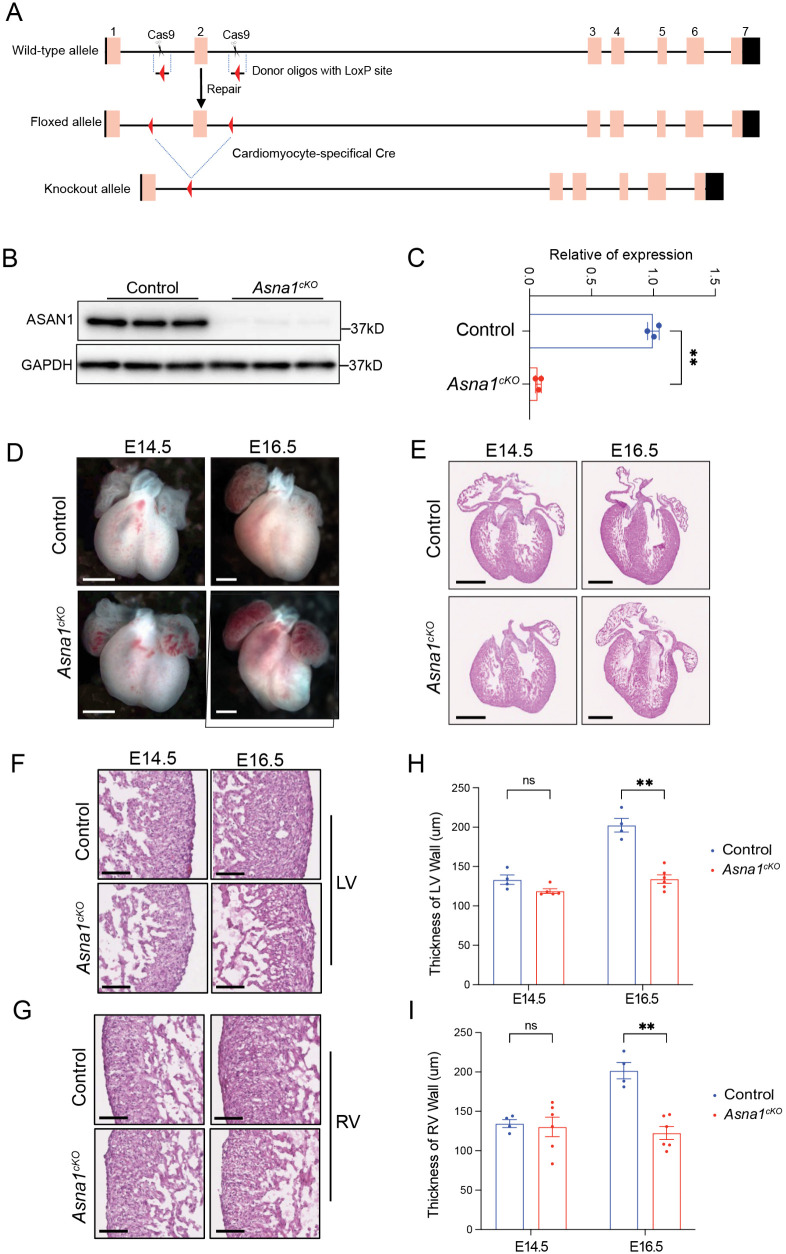
Generation of the Asna1 Floxed Mouse Line and Early Cardiac Structural Defects in Asna1^cKO^ embryonic hearts. **(A)** Schematic illustration of generating the new *Asna1* floxed mice by insertion of two LoxP sites. The LoxP sites are highlighted in red in the donor oligos. **(B-C)** Western blot and corresponding quantitative analysis of ASNA1 protein in E14.5 *Asna1*^*cKO*^ (n = 3 hearts per group) compared to littermate controls. **(D-E)** Representative whole-mount (D) and H&E stained of the whole heart **(E)**, left ventricular (LV) **(F)**, and right ventricular (RV) **(G)** images of E14.5 and E16.5 control and *Asna1*^*cKO*^ mouse hearts (n = 6–8 hearts per group). Scale bar, 0.5 mm **(D-E)**; 0.1mm **(F-G)**. **(H-I)** Measurement of thickness of left ventricular compact myocardium (H) and right ventricular compact myocardium (I) thicknesses on control and *Asna1*^*cKO*^ mice heart sections (n = 3 sections per heart) at E14.5 and E16.5. Data are represented as mean±SD.

### ASNA1 loss impairs TRC pathway and disrupts tail-anchored protein trafficking in embryonic cardiomyocytes

As ASNA1 is critical for regulating the membrane-insertion of TA proteins, we aimed to investigate if the loss of ASNA1 impairs the proteostasis of certain TA proteins in embryonic cardiomyocytes, leading to abnormal cardiac development. When the transmembrane recognition complex (TRC) pathway is compromised, TA proteins often exhibit reduced abundance due to inefficient membrane insertion, mislocalization, and subsequent degradation by protein quality control mechanisms. We performed proteomic analysis on ventricular tissues isolated from *Asna1*^*cKO*^ and littermate control mice at embryonic day 14.5 (E14.5), prior to the onset of overt cardiac abnormalities. Using a significance threshold of p < 0.05 and a fold change ≥ 1.5 of protein abundance quantified by label-free quantification (LFQ), we identified a total of 55 differentially expressed proteins in the hearts of *Asna1*^*cKO*^ mice, of which 38 proteins were significantly upregulated and 17 proteins were significantly downregulated compared to littermate control (Fig 2A). Gene ontology (GO) enrichment analysis revealed that the differentially expressed proteins in *Asna1*^*cKO*^ hearts were primarily associated with membrane trafficking and protein transport pathway (Fig 2B), consistent with the established role of ASNA1 in the trafficking of tail-anchored (TA) proteins. Our analysis also identified “insertion of tail-anchored proteins into the endoplasmic reticulum membrane” as one of the top enriched pathways among the differentially expressed proteins in *Asna1*^*cKO*^ hearts (Fig 2B). Indeed, label-free quantification of TRC pathway components—including the pre-targeting complex proteins SGTA, BAG6, and UBL4A—revealed their decreased levels in *Asna1*^*cKO*^ hearts compared to controls. This reduction was further confirmed by western blotting (Fig 2C, 2D). Interestingly, qRT-PCR analysis showed no significant changes in mRNA levels of these components in *Asna1*^*cKO*^ hearts (S2A Fig), indicating that ASNA1 loss likely destabilizes the pre-targeting complex at the protein level within the TRC pathway. Additionally, our proteomics analysis revealed significant alteration in five predicted tail-anchored proteins (EMD, VAMP3, STX12, VAMP8 and LRRC59) in *Asna1*^*cKO*^ hearts [25,26]. Western blotting confirmed decreased protein levels of VAMP3, STX12, VAMP8, and EMD (Fig 2E, 2F). Interestingly, none of these showed changes in mRNA levels in *Asna1*^*cKO*^ hearts as assessed by qRT-PCR (S2B Fig). In parallel, both the mRNA level and protein level of LRRC59 were elevated in *Asna1*^*cKO*^ heart (Figs 2E, 2F and S2B), suggesting that this increase may be secondary to the abnormal heart development.

**Fig 2:**
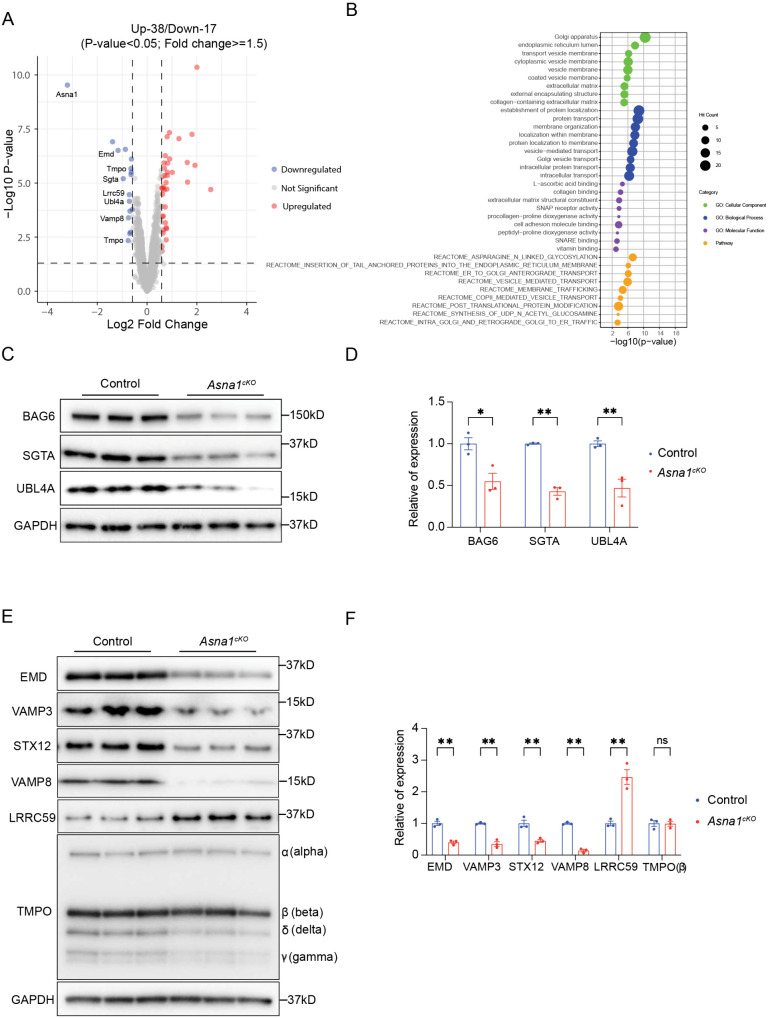
Global Proteomic Changes and Validation of Tail-anchored Protein Targeting Defects in Asna1^cKO^ embryonic hearts. **(A)** Volcano plot showing the differential protein expression between Control and *Asna1*^*cKO*^ hearts at E14.5 (n = 4 hearts per group). Proteins with significant changes (adjusted p-value < 0.05 and log2 fold change > ±1.5) are highlighted in red (upregulated) and blue (downregulated), respectively, while nonsignificant proteins are shown in gray. The dashed lines indicate the significance thresholds. **(B)** Gene Ontology (GO) term enrichment analysis of significantly differentially expressed proteins. Different dot colors represent the top enriched GO terms across biological process, molecular function, cellular component, and pathway categories. Terms are ranked by their enrichment scores (-log10 p-value), with dot size indicating the hit count. **(C-F)** Western blot and corresponding quantitative analysis of components in pre-targeting complexes or six predicted TA protein substrates in E14.5 *Asna1*^*cKO*^ (n = 3 hearts per group) compared to littermate controls. Data are represented as mean±SD.

In summary, our findings indicate that ASNA1 is essential for maintaining the stability and function of the pre-targeting complex and its TA protein substrates. Consequently, loss of ASNA1 poses significant implications for cellular proteostasis and plays potential roles in the pathophysiology of cardiac diseases.

### Enhanced ER-Golgi transport of COPI and COPII vesicles following ASNA1 deletion

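Ventricular RNA from 4 control and 4 *Asna1* cKO hearts at E14.5 was sequenced, with each heart a separate sample. In the *Asna1* cKO mice, Cre recombinase expressed in cardiomyocytes removed the floxed exon of *Asna1*. The controls were littermates without the Cre transgene, so the transgene and the deletion go together in this comparison. The paper describes TRIzol extraction and a stranded mRNA library, whereas the sample labels describe a column kit, ribosomal RNA depletion and another sequencer, and their extraction text names another tissue. The authors aligned reads with HISAT2 to mm10 and deposited TPM (a measure of transcript abundance, with reads scaled for transcript length and then to the same total in every heart) for each gene symbol. TPM does not keep the number of reads, so the depth of each heart is unknown. The table used here had 1048575 data rows, and 607 of its 13525 gene symbols filled 1035657 of them, because rows with the same symbol had been joined with each other. For each symbol and heart at most 1 value above 0 occurred, and that value was used. The table covered chromosomes 1 and 10 to 16 and the start of chromosome 17, with 6807 of the 21900 protein-coding genes in RefSeq for GRCm38 (31.1%). Genes on the other chromosomes, *Asna1* among them, were not analysed here, so the deletion could not be used to check the labels. The TPM of the genes held summed to between 335337 and 342777 in the control hearts (median 337161) and between 339114 and 346651 in the *Asna1* cKO hearts (median 342901). The smallest TPM above 0 lay between 0.438 and 0.779 in the control hearts. In the *Asna1* cKO hearts it was 0.585, 1.11, 0.557 and 0.558 for replicates 1 to 4, so low genes were read least precisely in *Asna1* cKO replicate 2, where 140 of the tested genes were listed at 0. Differences were tested on log2(TPM + 0.5) with limma over the 6109 genes with a mean TPM of at least 1. A fold change on this scale understates the change of genes with low TPM. All adjusted p-values given for single genes come from limma's moderated test with Benjamini-Hochberg adjustment.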

To further investigate how ASNA1 ablation in cardiomyocytes (CMs) affects cellular processes, we performed RNA-seq on ventricular tissue from *Asna1*^*cKO*^ and littermate control hearts at embryonic day 14.5 (E14.5). Using an adjusted p-value threshold of < 0.05 and a fold change ≥ 1.5, we identified 326 differentially expressed genes (DEGs), including 64 downregulated and 262 upregulated genes in *Asna1*^*cKO*^ hearts compared to the littermate controls (Fig 3A).

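Among the 6109 genes tested on the part of the genome covered, 79 were upregulated and 13 downregulated in *Asna1* cKO ventricles at an adjusted p-value under 0.05 (limma, Benjamini-Hochberg) and a fold change of at least 1.5. In 78 of the 79 upregulated and all 13 downregulated genes, the 4 values of each group did not overlap. Over all tested genes this held for 11.9%, where chance gives 2.86%. The median log2 fold change of all tested genes was 0.0058. The largest increase was that of *Kdelr3* on chromosome 15 (79516408 to 79527739, GRCm38), which encodes a KDEL receptor. Its TPM rose from 38.0 ± 3.87 (SD, n = 4) in control to 168 ± 18.4 (SD, n = 4) in *Asna1* cKO ventricles. *Sec16b*, a gene with low TPM, came next at 1.95. Over the alternatives that kept all hearts, *Sec16b* reached 2.24 and *Kdelr3* at most 2.14, so their order depends on the setting. *Pycr1* on chromosome 11 (120638998 to 120643748) rose from 9.70 ± 0.796 (SD, n = 4) to 33.4 ± 1.94 (SD, n = 4), a log2 fold change of 1.73 (standard error 0.08, limma adjusted p = 1.65e-06). The noncoding *Snhg18* on chromosome 15 had a log2 fold change of 1.59 (standard error 0.11, limma adjusted p = 2.02e-05). *Mir3072* on chromosome 12, which lies inside *Mirg* and can share its reads, had a log2 fold change of 1.79 (standard error 0.28, limma adjusted p = 0.00466). On the same scale, the largest decrease was that of *Stfa1* on chromosome 16, a member of a family of close paralogs. It was listed at 0 in 3 of the 4 *Asna1* cKO hearts and at 0.988 TPM in the other, against 2.64 ± 0.905 TPM (SD, n = 4) in control. Its log2 fold change of -2.20 ranged from -3.84 to -0.907 over the alternatives that kept all hearts, so its rank depends on the setting. *Slc26a10* fell by 1.08 on the log2 scale (standard error 0.23, limma adjusted p = 0.0275) and *Snora5c* fell by 1.03 (standard error 0.19, limma adjusted p = 0.0123). *Gm11992* fell by 0.90 (standard error 0.12, limma adjusted p = 0.00227) and *Mycbpap* fell by 0.78 (standard error 0.19, limma adjusted p = 0.0467). Of the 8 fits that each left out 1 heart, *Stfa1* lost its call in 1 (limma adjusted p = 0.0511 without control replicate 1), *Slc26a10* in 5 (up to 0.0833 without control replicate 3) and *Mycbpap* in 7 (up to 0.147 without control replicate 1). *Mycbpap* also lost it without a filter and with the replicate number as a block. Among the alternatives, the number of upregulated genes was highest without a fold minimum (224) and lowest with limma treat, which tests for a fold beyond 1.5 (16). From its own counts at these thresholds, the paper reports a larger number of upregulated than downregulated genes (Fig 3A).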

**Fig 3:**
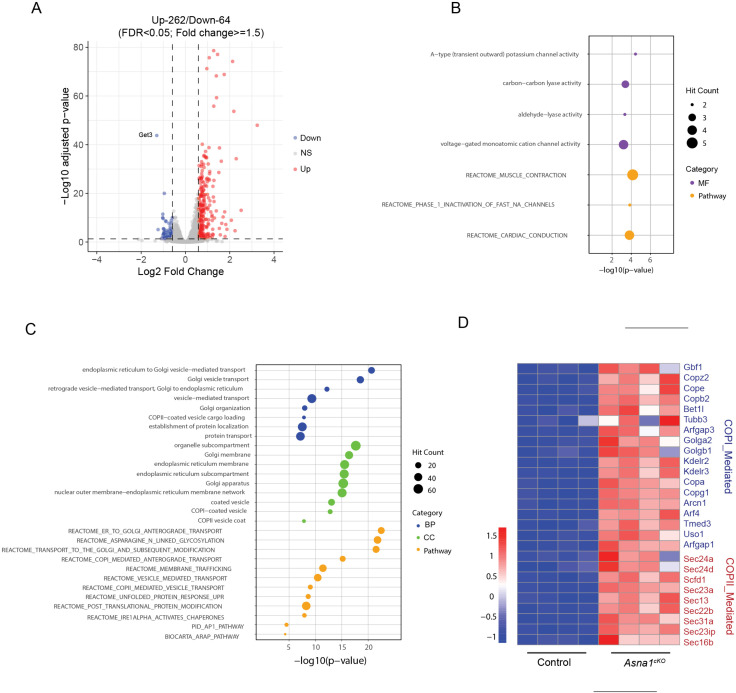
Global Transcriptomic Changes and Downstream Vesicle Transport Defects in Asna1^cKO^ embryonic hearts. **(A)** Volcano plot of differentially expressed genes (DEGs) between control and *Asna1*^*cKO*^ ventricles at E14.5 (n = 4 hearts per group). DEGs with adjusted P < 0.05 and fold change ≥ 1.5 are considered significantly upregulated (red dots) or downregulated genes (blue dots), while nonsignificant genes are shown in gray. **(B-C)** Gene ontology (GO) analysis of downregulated (B) and upregulated **(C)** DEGs in *Asna1*^*cKO*^ ventricles at E14.5. The top enriched GO terms are shown, categorized by biological process, molecular function, cellular component or pathway, with dot size indicating the hit count. **(D)** Heatmap illustrating the expression levels of COPI- and COPII-mediated vesicles transport proteins in *Asna1*^*cKO*^ and control hearts at E14.5. Expression values are normalized, with higher expression shown in red and lower expression in blue.

Gene Ontology (GO) and Reactome pathway analyses were conducted to elucidate the biological processes altered by ASNA1 deletion. 

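*Kcnc2*, a voltage-gated potassium channel gene on chromosome 10 (112269898 to 112466304, GRCm38), had 1.59 ± 0.351 TPM (SD, n = 4) in control ventricles. In *Asna1* cKO ventricles it was listed at 0 in replicates 2 and 4 and had 0.902 and 0.752 TPM in replicates 1 and 3. These values lie near the smallest TPM above 0 of each heart. Its log2 fold change was -1.35 (standard error 0.39, adjusted p = 0.0909 from limma), which did not pass the threshold although the 4 control values all lay above the 4 *Asna1* cKO values. Quantile normalization gave -1.09 with an adjusted p of 0.0286 from limma, and in every other setting in which the gene was tested the adjusted p lay between 0.0524 and 0.218. The size of the change depended on how values near 0 were treated. It was -0.36 with all smaller values raised to 1.11 TPM and -2.46 with a pseudocount of 0.1. Adjusted over the list alone, *Kcnc2* was the single gene past the threshold among the 8 cardiac ion channel genes tested, against 0 of 8 over all genes tested, where 1 had an unadjusted p under 0.05. *Kcnc2* is among the paper's hits of Fig 3B from the same hearts, so this is not independent evidence. The 8 genes had a median log2 fold change of -0.042, and 7 of them were lower in *Asna1* cKO ventricles. As a list they gave an adjusted p of 0.181 with camera, a test of whether a gene list ranks apart from the other genes. The median of this list turned positive when *Asna1* cKO replicate 4 was left out (0.058). Of 10 genes for A-type potassium channel subunits, *Kcnip1* and *Dpp10* were in the table and were listed at 0 TPM in all 8 hearts. The downregulated *Shmt1* on chromosome 11, a lyase gene among the hits of Fig 3B, fell by 0.60 on the log2 scale (standard error 0.07, limma adjusted p = 0.000618). Without *Asna1* cKO replicate 2 its decrease was 0.54, below the fold minimum.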

Among the downregulated genes, GO terms were significantly enriched for ion channel activity, particularly A-type (transient outward) potassium channels and voltage-gated monovalent cation channels (Fig 3B). Reactome analysis supported these findings, showing downregulation in pathways related to muscle contraction and cardiac conduction, indicating potential impairments in cardiomyocyte contractility and electrophysiological function. Conversely, the upregulated DEGs were significantly enriched in pathways related to vesicle-mediated transport (Fig 3C, 3D). 

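None of the genes that Fig 3B lists under muscle contraction or cardiac conduction was among the genes analysed here. Over 14 genes of the sarcomere and of calcium handling, the median log2 fold change was -0.072 and 13 were lower in *Asna1* cKO ventricles, with values from -0.18 to 0.090. No gene of this list passed either threshold, and 0 had an unadjusted p under 0.05. The list as a whole gave an adjusted p of 0.0461 with camera at a preset correlation between genes of 0.01. It gave 0.187 with the fry rotation test and 0.265 with camera when that correlation was estimated. Leaving out 1 heart at a time gave adjusted p values from 0.0166 to 0.146 (the highest without control replicate 3), and the call was lost in 6 of the 8 fits.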

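Of the 27 genes in the heatmap of Fig 3D, 10 were on the chromosomes covered. Their 80 TPM values equal those that the paper's S4 Table gives for the same group and replicate, to within 0.001%. All 10 genes were upregulated past both thresholds, with log2 fold changes from 0.69 to 2.13, and in each the 4 *Asna1* cKO values lay above the 4 control values. *Sec16b*, which organizes sites of ER exit, rose from 1.28 ± 0.297 TPM (SD, n = 4) to 6.46 ± 1.67 TPM (SD, n = 4). The COPII coat gene *Sec23a* rose from 65.3 ± 1.03 TPM (SD, n = 4) to 139 ± 7.12 TPM (SD, n = 4), a log2 fold change of 1.08 (standard error 0.05, limma adjusted p = 1.93e-06). The COPI coat genes *Copz2* and *Copa* had log2 fold changes of 1.06 (standard error 0.08) and 0.76 (standard error 0.05). *Arfgap3* (0.99), *Scfd1* (0.74), *Golgb1* (0.69) and *Arf4* (0.69) rose as well. *Sec24a* had the widest spread relative to its change, with a log2 fold change of 0.76 (standard error 0.15, limma adjusted p = 0.0185), and it lost its call in 4 of the 8 fits that each left out 1 heart (adjusted p up to 0.0665, without control replicate 3). The other 9 genes stayed past both thresholds in every fit that left out 1 heart. These genes were chosen by the paper on the same hearts, so their change is not independent evidence for a list.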

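S4 Table lists the genes behind each term of Fig 3C. As used here, the lists of 2 terms were incomplete, with 62 of 64 hits for organelle subcompartment and 60 of 63 for Golgi apparatus. The tally over all terms below may therefore miss some genes. Of the genes listed for transport from the endoplasmic reticulum to the Golgi, 8 were tested here and 8 were upregulated past both thresholds. For Golgi vesicle transport this held for 12 of 12 tested genes, and for retrograde transport from the Golgi to the endoplasmic reticulum for 5 of 5. Over all terms of Fig 3C, 37 listed genes were tested, 37 were higher in *Asna1* cKO ventricles and 34 passed both thresholds. *Plek*, *Chst10* and *Bdkrb2* did not, with log2 fold changes of 0.52, 0.47 and 0.67 and limma adjusted p values of 0.259, 0.157 and 0.0905. The paper called these hits upregulated on the same hearts, so the counts were largely set in advance and are not independent evidence. An enrichment was not computed from these hits.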

Genes in GO terms including “endoplasmic reticulum to Golgi vesicle-mediated transport”, “Golgi vesicle transport”, and “retrograde vesicle-mediated transport, Golgi to ER” were among the most significantly overrepresented. Additionally, cellular component terms such as Golgi membrane, ER membrane, and COPI- and COPII-coated vesicles were also enriched, indicating altered trafficking between the ER and Golgi compartments. 

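Whole gene families, listed before the data were examined, were also tested. The paper names the coat families from the same hearts and 6 of the 9 coat genes tested are among the hits of Fig 3C, so these tests are not independent of its result. The 3 coat genes that are not, *Copz1*, *Sec24c* and *Sar1b*, were all higher, with a median log2 fold change of 0.32. The 3 COPI coat genes analysed (of 9 in the list) had a median log2 fold change of 0.76 and an adjusted p of 5.79e-07 with camera, adjusted over 28 lists. The 6 COPII coat genes (of 13) were all higher, with a median of 0.71 and a camera adjusted p of 1.84e-09, and 4 of them passed both thresholds. Adjusted over the list alone, 6 of the 6 passed an adjusted p of 0.05, against 4 over all genes tested. The 5 golgin genes had a median of 0.47 (camera adjusted p = 0.000271), and the 6 genes of ER translocation and N-glycosylation a median of 0.43 (camera adjusted p = 1.95e-06). The SNARE genes between the ER and the Golgi had a median of 0.24 (camera adjusted p = 0.000859), with 4 of 4 higher. For KDEL and p24 cargo receptors the median was 0.12 (camera adjusted p = 0.00131). The 8 genes of clathrin and its adaptors, which act outside this route, had a median of 0.17 (camera adjusted p = 0.00732), below those of the coats but above that of the cargo receptors, and 0 of them passed both thresholds. The retromer and exocyst list had a median of -0.0091 (camera adjusted p = 0.533). All of these calls held with fry, and those of COPI, COPII and ER translocation held with an estimated correlation (adjusted p = 0.0189 for each). The paper takes its enriched cellular component terms as a sign of altered trafficking between the ER and the Golgi.

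**Figure D1:**
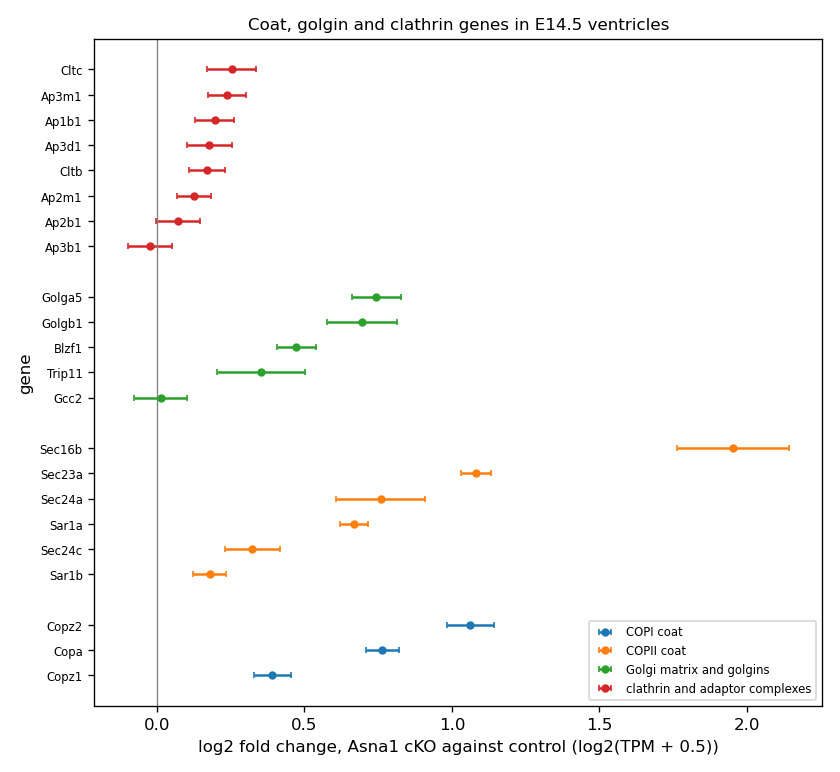
Log2 fold change between *Asna1* cKO and control ventricles on the log2(TPM + 0.5) scale (horizontal axis) for each tested gene of the COPI coat, COPII coat, golgin and clathrin lists (vertical axis). Points are limma estimates over 4 hearts per group and bars are their standard errors; the COPI and COPII genes lie between 0.18 and 1.95.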

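Among the genes that S4 Table lists for the Reactome pathways, 10 of 10 tested genes of anterograde transport from the ER to the Golgi were upregulated past both thresholds. The same held for 13 of 13 genes of membrane trafficking, for 6 of 6 of COPI-mediated anterograde transport and for 4 of 4 of COPII-mediated vesicle transport. For asparagine N-linked glycosylation it held for 11 of 12. These sets share most of their genes. They hold only the genes of each pathway that the paper called upregulated on the same hearts. The counts were therefore largely set in advance, and they do not describe the other members of the pathways.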

Reactome pathway analysis further highlighted enrichment in “ER to Golgi anterograde transport,” “membrane trafficking,” and vesicle formation pathways involving COPI and COPII vesicles.

The concurrent dysregulation of multiple TA proteins in *Asna1*^*cKO*^ hearts, including EMD, VAMP3, STX12, VAMP8 and LRRC59, suggests that the enrichment of trafficking pathways reflects a compensatory transport network. Specifically, the loss of ASNA1 likely impairs the stability and membrane integration of key TA proteins, leading to defective vesicle formation and cargo delivery. In addition, proteomic analysis also revealed increased protein abundance in vesicle trafficking components (Fig 3C, 3D), further indicating system-wide dysregulation of the ER-Golgi transport axis due to impaired TA protein biogenesis in the absence of ASNA1.

### *ASNA1* ablation in CMs does not activate endoplasmic reticulum stress

From the above data, ASNA1 deletion impairs the stability and functionality of the components of the pre-targeting complexes and TA proteins, leading to an adaptive response within the ER and Golgi transport in CMs. This could result in ER stress and activation of the unfolded protein response (UPR) in heart development. Previous studies have highlighted ASNA1’s critical role in protein targeting and its involvement in ER stress activation upon knockout [16,18]. To test this hypothesis, we first examined the markers of ER stress, unfolded protein response (UPR), ER-associated degradation (ERAD), and autophagy/lysosome functions using RNA-seq data at E14.5. 

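Of the 17 genes in Fig 4A, 7 were among the genes analysed here, and 0 of them passed both thresholds. At an unadjusted p under 0.05, 3 of the 7 differed. *Atf4* on chromosome 15 (80255184 to 80257545, GRCm38) rose from 115 ± 5.21 TPM (SD, n = 4) in control to 165 ± 16.1 TPM (SD, n = 4) in *Asna1* cKO ventricles. Its log2 fold change of 0.52 (standard error 0.07, limma adjusted p = 0.00256) lay past the p-value threshold and below the fold minimum, as a fold of 1.43. *Hsp90b1*, which encodes GRP94, changed by -0.16 (standard error 0.06, limma adjusted p = 0.215), and *Dnajc3* by 0.16 (standard error 0.07, limma adjusted p = 0.272). The log2 fold changes of *Ddit3*, *Sel1l*, *Ero1b* and *Atf3* were 0.019, 0.023, -0.070 and -0.23, with limma adjusted p values of 0.957, 0.945, 0.833 and 0.357. Adjusted over the list alone, 1 of the 7 passed an adjusted p of 0.05 and over all genes tested 1 of 7, *Atf4* in both. The list of these 7 genes had a median log2 fold change of 0.019 (camera adjusted p = 0.86), and 4 of them were higher.

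**Figure D2:**
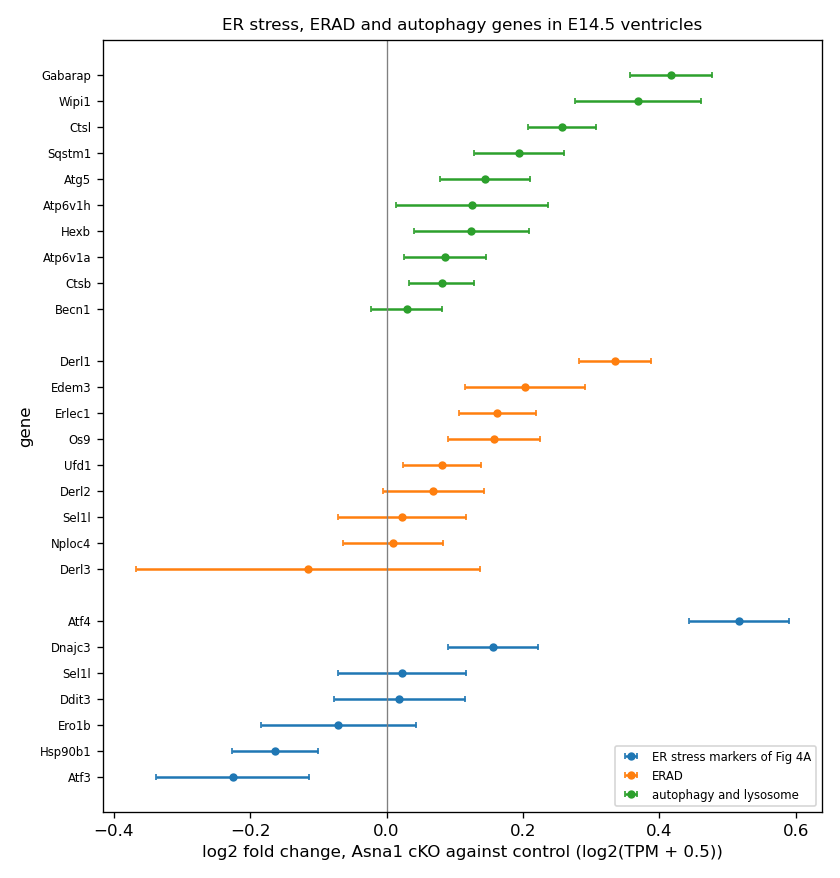
Log2 fold change between *Asna1* cKO and control ventricles on the log2(TPM + 0.5) scale (horizontal axis) for each tested gene of Fig 4A and of the ERAD and autophagy lists (vertical axis). Points are limma estimates over 4 hearts per group and bars are their standard errors; *Atf4*, at 0.52, lies highest.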

Surprisingly, our analysis revealed no significant changes in the expression of these genes in *Asna1*^*cKO*^ hearts compared to the controls (S3 Fig). To exclude the possibility that ER stress activation occurs at a later development stage, we next assessed these pathways at the E16.5 stage using qRT-PCR. Consistent with the E14.5 findings, there were no significant differences in the expression of key genes involved in ER stress, UPR, ERAD, or autophagy/lysosome functions between control and *Asna1*^*cKO*^ heart (Fig 4A). These results indicate that the loss of ASNA1 does not lead to the immediate activation of ER stress or related adaptive pathways during the early to mid-stage of heart development.

**Fig 4:**
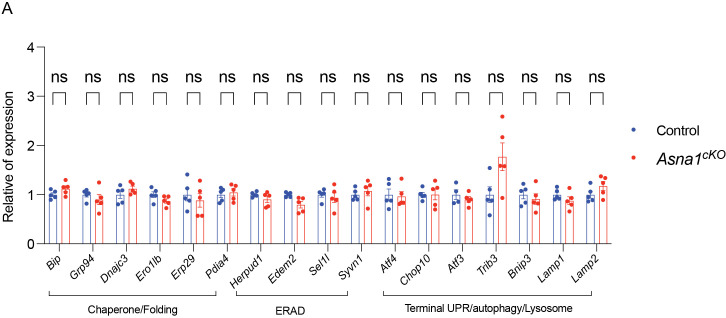
Quantitative PCR analysis of ER stress and autophagy-related gene expression in *Asna1*^*cKO*^ embryonic hearts. **(A)** Relative mRNA expression levels of genes involved in chaperone/folding (Bip, Grp94, Dnajc3, Ero1lb, Erp29, Pdia4), ER-associated degradation (ERAD; Herpud1, Edem2, Sel1l, Syn1), and terminal UPR/autophagy/lysosome pathways (Atf4, Chop10, Atf3, Trib3, Bnip3, Lamp1, Lamp2) were assessed by qPCR in E14.5 embryonic hearts from control (blue) and *Asna1*^*cKO*^ (red) mice. Expression values were normalized to housekeeping genes and are shown relative to control. Each dot represents an individual biological replicate; bars indicate mean ± SD. No statistically significant differences were observed between groups (ns, not significant).

### Rapid myocardial dysfunction with robust remodeling following *Asna1* deletion in adult CMs

To investigate the role of ASNA1 in the adult heart, we employed a MerCreMer-mediated inducible Cre-LoxP system to delete Asna1 in 8-week-old mice following tamoxifen administration (Fig 5A) [27,28]. Upon tamoxifen binding, MerCreMer translocates from the cytoplasm to the nucleus, where it mediates recombination of floxed alleles. By three weeks after the initial tamoxifen injection, approximately 80% of Asna1 mRNA was depleted in inducible cardiomyocyte-specific knockout (*Asna1*^*icKO*^) hearts (Fig 5B), demonstrating the efficiency of the inducible knockout of ASNA1. All *Asna1*^*icKO*^ mice died within three months of tamoxifen injection, with a median survival of 50 days (Fig 5C).

**Fig 5:**
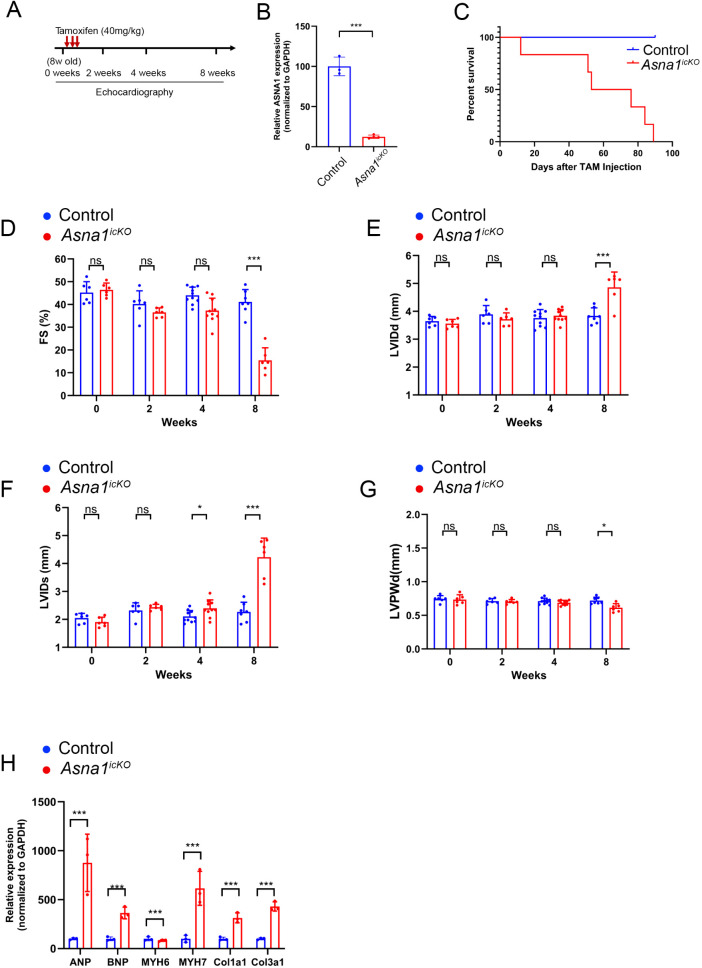
Rapid deterioration of cardiac function following cardiomyocyte-specific *ASNA1* deletion. **(A)** Tamoxifen administration schedule. Red arrows indicate the days of tamoxifen injection. Echocardiography was performed on *Asna1*^*f/f*^ (control) and inducible cardiomyocyte-specific knockout (*Asna1*^*f/f*^:*MerCreMer + , Asna1*^*icKO*^) mice at baseline (Day 0) and at 2, 4, and 8 weeks post-injection. **(B)** Kaplan–Meier survival curves for control (blue) and *Asna1*^*icKO*^ (red) mice. Survival was monitored weekly following tamoxifen administration (*n* = 6 for control, *n* = 13 for ICKO). **(C–G)** Representative echocardiographic measurements of control and *Asna1*^*icKO*^ mice at baseline (Day 0) and at 2, 4, and 8 weeks post-injection. **(H)** RT-qPCR analysis of cardiac remodeling and fibrosis markers in control and *Asna1*^*icKO*^ mice at 4 weeks post-injection (N = 3 per group). Abbreviations: FS, fractional shortening; LVIDd, left ventricular internal diameter at diastole; LVIDs, left ventricular internal diameter at systole; LVPWd, left ventricular posterior wall thickness at diastole. Data are presented as mean ± individual values. Statistical analysis was performed using two-way ANOVA followed by Tukey’s multiple comparison test. *P* < 0.01 (*), *P* < 0.001 (***).

Cardiac function was evaluated using M-mode echocardiography at serial time points, assessing fractional shortening and left ventricular systolic/diastolic dimensions (Fig 5D–5G). Tamoxifen-treated *Asna1*^f/f^; MCM-Cre^+^ (*Asna1*^*icKO*^) mice consistently exhibit significant reductions in fractional shortening and prominent ventricular dilation by 8 weeks post tamoxifen injection (Fig 5D–5F), along with decreased wall thickness (Fig 5G), suggesting the development of progressive dilated cardiomyopathy. Quantitative PCR analysis revealed a significant upregulation of cardiac stress markers, including *Nppa* (ANP), *Nppb* (BNP), *Myh6*, *Myh7*, *Col1a1*, and *Col3a1* genes, in *Asna1*^*icKO*^ hearts compared to controls, indicative of extensive cardiac remodeling (Fig 5H). These data suggest that ASNA1 is essential for adult cardiac function in addition to embryonic cardiac development.

### ASNA1 Deletion Downregulates the expression of Pre-Targeting Complex components and a Subset of Tail-Anchored Proteins in the Adult Heart

To assess the molecular consequences of ASNA1 deficiency on the TRC pathway in adult hearts, we performed Western blot analysis to examine the expressions of key components involved in TA protein targeting and membrane insertion. These included the cytosolic pre-targeting machinery components—SGTA, UBL4A, and BAG6—as well as the central targeting factor ASNA1 and the ER-localized TRC receptor components WRB and CAML.

Hearts from tamoxifen-treated Asna1 inducible cardiomyocyte-specific knockout (*Asna1*^*icKO*^) and control mice were harvested at 4 weeks post tamoxifen induction, and total protein lysates were subjected to immunoblotting. As expected, the protein level of ASNA1 was markedly reduced in the *Asna1*^*icKO*^ hearts, confirming efficient gene deletion (Fig 6A, 6B). Interestingly, expressions of components of the pre-targeting complex, including SGTA, UBL4A, and BAG6, were also significantly decreased, suggesting that ASNA1 may stabilize or regulate the homeostasis of the cytosolic pre-targeting complex. In contrast, the levels of WRB and CAML, the two essential subunits of the ER-localized TRC receptor complex, remained unchanged, indicating that ASNA1 deficiency selectively affects upstream components of the TRC pathway.

**Fig 6:**
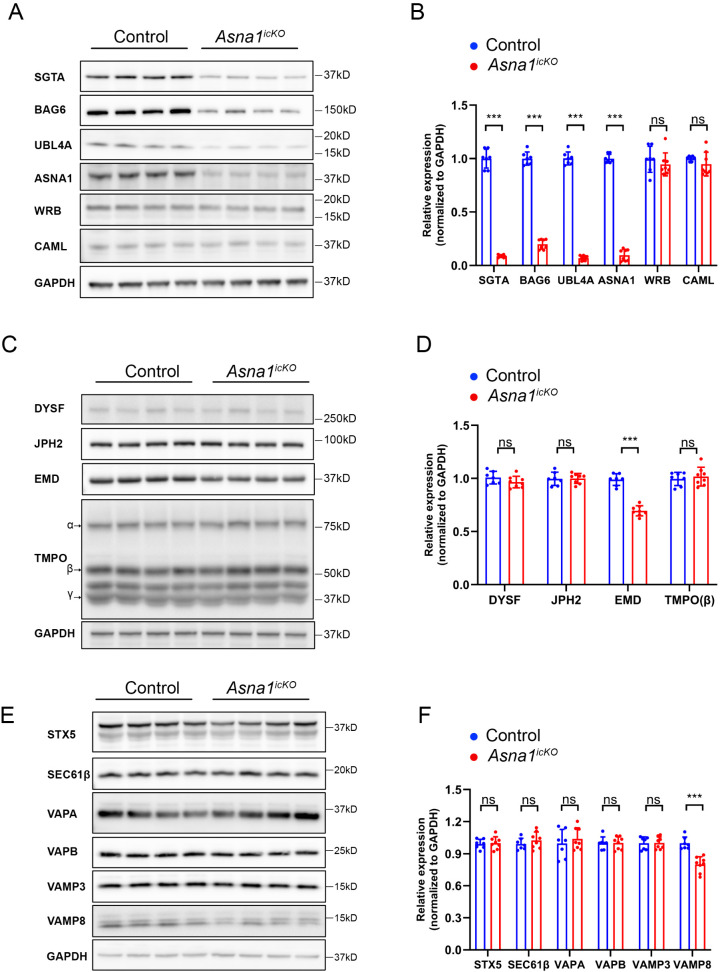
Expression of TRC pathway components and tail-anchored (TA) proteins in adult cardiomyocyte-specific ASNA1 knockout (*Asna1*^*icKO*^) hearts. **(A)** Western blot analysis of key TRC pathway components in heart lysates from *Asna1*^*icKO*^ and control mice. GAPDH was used as a loading control. **(B)** Densitometric quantification of protein levels shown in **(A)**. **(C)** Western blot analysis of selected cardiomyopathy-related TA proteins in the same samples, with GAPDH as a loading control. **(D)** Quantification of TA protein expression levels shown in **(C)**. **(E)** Additional TA proteins were assessed by western blot using GAPDH as a loading control. **(F)** Quantification of the western blot data shown in **(E)**.

We next examined whether ASNA1 deficiency alters the expression of cardiomyopathy-related TA proteins. Western blot analysis was performed on left ventricular lysates from control and *Asna1*^*icKO*^ mice at 4 weeks post-tamoxifen administration, focusing on DYSF, EMD, JPH2, and TMPO(β). Among these, EMD, a nuclear envelope-associated TA protein involved in nuclear-cytoskeletal coupling, was modestly but significantly reduced in *Asna1*^*icKO*^ hearts (Fig 6C, 6D). In contrast, protein levels of DYSF, JPH2, and TMPO(β) were not significantly altered.

We further evaluated the expression of additional TA proteins to determine whether ASNA1 loss differentially affects TA protein stability. Vesicle-associated membrane protein 8 (VAMP8), a vesicular SNARE involved in endocytic and secretory vesicle fusion and was downregulated in embryonic *Asna1*^*cKO*^ hearts, was significantly reduced in *Asna1*^*icKO*^ hearts compared to controls. However, the steady-state levels of Sec61β (an auxiliary subunit of the translocon), syntaxin 5 (Stx5), two TA proteins that have shown to be dependent on TRC pathway in mammals [16,17], were not significantly altered (Fig 6E, 6F). Other TA proteins such as VAPA and VAPB, which have been identified as target substrates of TRC40 in human cells [19] and VAMP3, which was downregulated in embryonic *Asna1*^*cKO*^ hearts, were not significantly affected (Fig 6E, 6F).

Together, these results indicate that ASNA1 deficiency leads to selective destabilization of the pre-targeting complex and a subset of functionally important TA proteins in adult hearts, potentially contributing to impaired vesicular trafficking and nuclear envelope function.

## Discussion

In this study, we demonstrate a critical physiological role of ASNA1 in regulating the stability of pre-targeting complex and vesicular transport of a subset of tail-anchored (TA) proteins in cardiomyocytes. Deletion of *Asna1* in embryonic cardiomyocytes resulted in perinatal lethality and pronounced ventricular myocardial thinning by embryonic day 16.5. Inducible *Asna1* deletion in adult cardiomyocytes caused rapid-onset ventricular dilation, impaired cardiac function, pathological remodeling, and early mortality. These results suggest that ASNA1 is essential for both embryonic cardiac development and adult cardiac function.

To determine if ASNA1 regulates embryonic cardiac development and cardiac function in adults by regulating the stability and trafficking of specific TA proteins, we performed proteomic analysis in *Asna1*^*cKO*^ hearts, as well as assessed the levels of candidate TA proteins in *Asna1*^*icKO*^ hearts. We show that ASNA1 loss in embryonic hearts impairs the TRC pathway and disrupts TA protein trafficking, with TA proteins EMD, VAMP3, STX12 and VAMP8 being significantly downregulated upon ASNA1 loss. In parallel, ER-to-Golgi transport via COPI and COPII vesicles is enhanced, suggesting compensatory remodeling of vesicular trafficking pathways. Interestingly, assessment of candidate TA protein expression in adult *Asna1*^*icKO*^ hearts shows only the downregulation of VAMP8 and EMD. While these findings support a role for ASNA1 in regulating trafficking of a subset of TA proteins, they are based on expression data and remain correlative. Further functional studies will be needed to confirm direct mechanistic links.

Our findings demonstrate a context-dependent role for ASNA1 in regulating the trafficking and stability of TA proteins, reflecting differential dependencies in embryonic versus adult hearts. For example, five TA proteins—EMD, VAMP3, STX12, VAMP8 and LRRC59—are dysregulated in Asna1 conditional knockout (*Asna1*^*cKO*^) embryonic hearts. In contrast, only two of these proteins, EMD and VAMP8, are downregulated in adult hearts lacking ASNA1, while the levels of VAMP3, STX12, LRRC59, and TMPO remain unchanged. These data suggest context-specific requirements for ASNA1 in maintaining TA protein homeostasis, but additional experiments are needed to validate the functional significance of individual TA protein changes. Importantly, mutations in EMD have been previously linked to cardiomyopathy [29,30], highlighting the clinical relevance of their dysregulation in this context.

Indeed, although the primary route for tail-anchored (TA) proteins to reach the endoplasmic reticulum (ER) is the evolutionarily conserved guided entry of TA proteins (GET) pathway in yeast and its mammalian counterpart, the transmembrane recognition complex (TRC) pathway, alternative targeting mechanisms also exist. These include an unassisted pathway for moderately hydrophobic TA proteins and several chaperone-mediated routes, such as those involving Hsc70/Hsp40, the signal recognition particle (SRP) functioning in a post-translational mode, as well as the recently identified SRP-independent targeting (SND) pathway and the ER membrane complex (EMC) pathway. Together, these pathways constitute a complex and partially redundant network for TA protein biogenesis [31,32].

Nascent tail-anchored (TA) proteins are initially captured by the cytosolic co-chaperone SGTA to prevent aggregation caused by their hydrophobic transmembrane domain (TMD). Subsequently, the pre-targeting complex—comprising TRC35, UBL4A, and BAG6—facilitates the handoff of TA proteins from SGTA to ASNA1. Structurally, BAG6 serves as the central scaffold of this complex [33]. TRC35 and UBL4A bind distinct motifs within the C-terminal region of BAG6, forming a two-armed configuration. UBL4A, which contains a ubiquitin-like (UBL) domain, recruits SGTA, while TRC35 interacts with ATP-bound ASNA1 in a nucleotide-dependent manner. Although the endoplasmic reticulum (ER) receptor subunits WRB and CAML display mutual interdependence for stability and biogenesis [34,35], knockout mouse models of individual pre-targeting complex components (TRC35, UBL4A, BAG6) have not revealed similar interdependence among themselves. Previous studies using Cre/loxP-mediated tissue-specific knockout of Asna1 in pancreatic β-cells and progenitor cells also did not examine how disruption of ASNA1 affects the integrity of the pre-targeting complex [16,18]. The regulatory mechanisms governing expression of the pre-targeting complex in vivo remain poorly understood.

In our cardiomyocyte-specific Asna1 knockout models (both constitutive and inducible), we demonstrate for the first time that ASNA1 is essential for stabilizing the pre-targeting complex in embryonic and adult cardiomyocytes. Interestingly, despite unchanged mRNA levels, TRC35, UBL4A, and BAG6 proteins are significantly reduced in ASNA1-deficient hearts, suggesting that ASNA1 post-translationally regulates the pre-targeting complex stability. Mechanistically, TRC35 preferentially binds ATP-bound ASNA1, locking it into an “occluded” state that inhibits premature ATP hydrolysis and primes it for substrate capture [36]. While our data support a model in which ASNA1 stabilizes the pre-targeting complex through post-translational mechanisms, this conclusion is primarily based on protein expression patterns and will require further validation through direct functional analysis. Our findings indicate that in the absence of ASNA1, the two-armed configuration of the pre-targeting complex might become destabilized, leading to its impaired assembly and increased susceptibility to proteolytic degradation. These results reveal a previously unrecognized post-translational role for ASNA1 in maintaining the structural integrity and functional stability of the pre-targeting complex in cardiomyocytes. Whether this mechanism is conserved in other cell types, tissues, or physiological contexts remains to be fully investigated.

While our study establishes that ASNA1 is essential for maintaining the stability of the TRC pre-targeting complex components (SGTA, BAG6, UBL4A) in cardiomyocytes, the precise biochemical mechanisms underlying this stabilization remain to be elucidated. Previous studies have demonstrated functional and physical interactions among these factors, with SGTA directly binding to BAG6 and UBL4A to form a triage complex for tail-anchored proteins [37,38]. ASNA1/TRC40 interacts with SGTA and facilitates ATP-dependent substrate transfer, suggesting that ASNA1 may stabilize the complex through direct binding or conformational regulation driven by its ATPase cycle [12,39]. However, it is currently unclear whether ASNA1 protects these components from ubiquitination and proteasomal degradation or if stabilization occurs indirectly via modulation of complex assembly or turnover. Our data do not directly address whether ASNA1 physically shields the pre-targeting factors or regulates their post-translational modifications. Further biochemical studies, including co-immunoprecipitation, binding assays, and analysis of ATPase-deficient ASNA1 mutants, will be required to dissect these mechanistic aspects in detail.

In summary, our findings indicate that ASNA1 is essential for maintaining the stability and function of the pre-targeting complex and its TA protein substrates. Consequently, loss of ASNA1 poses significant implications for cellular proteostasis and plays potential roles in the pathophysiology of cardiac diseases.

## Materials and methods

### Ethics statement

All animal procedures were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of the University of California San Diego with approved protocol # S01049.

### Mice

The Asna1 floxed mouse line was generated using CRISPR-Cas9 technology, as previously described [40]. Briefly, Cas9 protein, crRNA, tracrRNA, and single-stranded oligodeoxynucleotide (ssODN) repair templates were mixed in IDTE buffer and microinjected into the pronuclei of C57BL/6N zygotes. The crRNA sequences used were 5’-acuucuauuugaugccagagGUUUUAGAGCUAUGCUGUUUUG-3’ (crRNA-L) and 5’-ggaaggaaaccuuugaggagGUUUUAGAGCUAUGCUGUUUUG-3’ (crRNA-R), and the ssODN sequences were 5’- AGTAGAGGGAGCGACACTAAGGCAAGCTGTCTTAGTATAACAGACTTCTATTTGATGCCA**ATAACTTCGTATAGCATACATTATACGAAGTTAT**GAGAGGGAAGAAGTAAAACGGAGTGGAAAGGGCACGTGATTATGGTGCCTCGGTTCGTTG-3’ (ssODN-L) and 5’- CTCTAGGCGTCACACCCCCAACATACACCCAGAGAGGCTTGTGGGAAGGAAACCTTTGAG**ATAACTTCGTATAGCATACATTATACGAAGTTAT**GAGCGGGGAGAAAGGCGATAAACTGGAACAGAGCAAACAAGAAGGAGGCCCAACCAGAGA-3’ (ssODN-R), with LoxP sites indicated in bold. Zygotes were then transferred into the oviductal papillae of pseudopregnant ICR female mice. Genomic DNA was extracted from offspring, and successful insertion of LoxP sites at the Asna1 locus was confirmed by PCR and direct sequencing.

Cardiomyocyte-specific Asna1 knockout mice were generated by crossing *Asna1*^*f/f*^ mice with Xmlc2-Cre mice [22], and tamoxifen-inducible cardiac-specific knockouts were produced by crossing *Asna1*^*f/f*^ mice with αMHC-MerCreMer transgenic mice (Jackson Laboratory, Farmington, CT, USA).

Mouse genotyping was performed by PCR using genomic DNA extracted from embryonic yolk sacs or adult tail tissue. Primer sets used included: Asna1 (forward: 5’-TGGAGGTTGTAGGATCCCAG-3’; reverse: 5’-ATGTTAGTAGTCAGGGAGAGGC-3’), Asna1 knockout allele (forward: 5’-GCCCTGTGAGCTCCATGTATC-3’; reverse: 5’-TCAATGTTCGTAAAATTGATTAACAAGC-3’), Asna1 floxed allele (forward: 5’-GGACGTACCTACCAGCAGCCAC-3’; reverse: 5’-CCAAACTGCTTGCCCAGCCAGC-3’), and Cre (forward: 5’-TGCCTGCATTACCGGTCGATGC-3’; reverse: 5’-CCATGAGTGAACGAACCTGGTCG-3’).

### Western blots

Western blotting was performed as previously described [28,41,42]. Briefly, embryonic or adult mouse hearts were dissected and snap-frozen in liquid nitrogen. Total protein extracts were obtained by homogenizing heart tissue in RIPA buffer. For embryonic hearts, homogenization was carried out using a handheld pellet pestle (Sigma-Aldrich), while adult hearts were processed using a Powergen 700 homogenizer (Fisher Scientific). Protein samples were resolved on Bolt 4–12% Bis-Tris gels (Life Technologies) and transferred to PVDF membranes (Bio-Rad). Membranes were blocked, incubated with primary antibodies overnight at 4°C, and subsequently washed with TBST. Afterward, membranes were incubated with HRP-conjugated secondary antibodies and visualized using enhanced chemiluminescence (ECL) reagent (Bio-Rad). Signals were detected using the Bio-Rad ChemiDoc Imaging System. A complete list of antibodies and catalog numbers used in this study is provided in S2 Table.

### Proteomics sample preparation and mass spectrometry analysis

Proteomic analysis was performed as previously described [28,41] using E14.5 heart lysates processed by the SBP Proteomics Core. Proteins were quantified by BCA assay, reduced with 5 mM TCEP, alkylated with 15 mM IAA, and digested overnight with Trypsin/Lys-C. Peptides were acidified, desalted using C18 cartridges (AssayMap Bravo, Agilent), dried, and reconstituted in 2% ACN/0.1% FA. Concentrations were estimated using a NanoDrop spectrophotometer (Thermo Fisher). LC-MS/MS was conducted using an EASY-nanoLC system coupled to an Orbitrap Fusion Lumos mass spectrometer. Peptides were separated on a C18 Aurora column over a 75-minute gradient at 300 nL/min. MS1 scans were acquired at 60,000 resolution; top precursors (charge +2 to +7) were fragmented by HCD and analyzed in the ion trap. Data were processed with MaxQuant (v1.6.11.0) using the Mus musculus UniProt database with a 1% FDR at the peptide and protein levels. Mass spectrometry data analysis was conducted according to the DEqMS workflow [43]. Volcano plots were generated using the ggplot2 package in R. Gene Ontology (GO) enrichment analysis was performed using ToppGene, and results were visualized with ggplot2. Heatmaps were created using the pheatmap package in R. The mass spectrometry proteomics data generated in this study have been deposited in the MassIVE repository under accession number MSV000098765 and are accessible via https://doi.org/10.25345/C5959CM6Z.

### RNA extraction, library preparation, and RNA-seq analysis

RNA-seq analysis was performed as previously described [44]. Total RNA was extracted from E14.5 mouse ventricular hearts using TRIzol (Invitrogen), and RNA integrity was confirmed (RIN 6.1–10) with an Agilent 2100 Bioanalyzer. RNA-seq libraries were prepared using the Illumina TruSeq Stranded mRNA Library Prep Kit and sequenced (150 bp paired-end) on a HiSeq 4000 platform at the UC San Diego IGM core, yielding ~20–70 million reads per sample. Reads were trimmed with Trim Galore (v0.6.10), quality-checked using FastQC (v0.11.9), and aligned to the mm10 genome (UCSC) using HISAT2 (v2.2.1), with sorting by SAMtools (v1.3.1). Gene counts were generated with featureCounts (v2.0.1) and transcript abundance estimated using StringTie (v2.2.1). Differential expression analysis was performed in R (v4.2.1) using DESeq2, with significance defined as FDR < 0.05 and |fold change| > 1.5. Volcano plots were generated using the ggplot2 package in R. Gene Ontology (GO) enrichment analysis was performed using ToppGene, and results were visualized with ggplot2. Heatmaps were created using the pheatmap package in R. RNA-seq data are available in the Gene Expression Omnibus (GEO) under accession number GSE304685.

### Quantitative real-time polymerase chain reaction

Total RNA was extracted from E14.5 frozen embryonic hearts using TRIzol solution (Invitrogen) following the manufacturer’s protocol. Approximately 1µg of total RNA was used for reverse transcription with M-MLV Reverse Transcriptase according to the manufacturer’s instructions (Promega, M1701). Quantitative PCR was carried out with iTaq Universal SYBR Green Supermix (Bio-Rad, 1725120) on CFX Opus 96 Real-Time Polymerase Chain Reaction System (Bio-Rad). Relative gene expression levels were calculated using the comparative CT method (ΔΔCt method) and normalized to *Polr2a* as the endogenous reference. Primer sequences are listed in S3 Table.

### Echocardiography

Mouse echocardiography was performed as previously described [45]. Briefly, mice were initially anesthetized with 5% isoflurane (VETone, 502017) for 1 minute and maintained under 1% isoflurane throughout the imaging procedure. The anterior chest area was shaved, and any remaining hair was removed. For simultaneous electrocardiogram monitoring, small needle electrodes were inserted into one upper and one lower limb. Transthoracic echocardiography (M-mode and 2-dimensional) was performed using the VisualSonics Vevo 2100 ultrasound system equipped with a linear transducer 32–55MHz. Cardiac parameters including heart rate (HR), left ventricular end-diastolic dimensions (LVEDD) and left ventricular end-systolic dimensions (LVESD), end-diastolic interventricular septal thickness (IVSd) and LV posterior wall thickness (LVPWd) were measured from the M-mode images. Fractional shortening (%FS) was calculated and used as an indicator of systolic cardiac function.

### Statistical analysis

Image analysis was performed using ImageJ software. Statistical analyses were conducted using GraphPad Prism 8. Data are presented as mean ± SD. The Shapiro–Wilk test was used to assess the normality of data distribution. For normally distributed data, comparisons between two groups were conducted using Student’s t-test, and comparisons among multiple groups were performed using one-way ANOVA followed by Tukey’s post hoc test. For non-normally distributed data, the Mann–Whitney U test or Kruskal–Wallis test followed by Dunn’s multiple comparisons test was used, as appropriate. Statistical significance was determined as indicated in the Fig legends. Differences were considered statistically significant at *p* < 0.01 and are denoted as follows: *p* < 0.01 (*), *p* < 0.001 (***).

## Supporting information

S1 Fig Reduced cardiomyocyte proliferation at E16.5 in Asna1 conditional knockout hearts without significant changes in apoptosis. (A) Quantification of Ki67 ⁺ cardiomyocytes (CMs) shows a significant reduction in proliferative cells in *Asna1*^*cKO*^ hearts compared to controls (***, *P* < 0.001). (B) Quantification of TUNEL⁺ cardiomyocytes indicates no significant difference in apoptosis between control and *Asna1*^*cKO*^ groups (ns, not significant). Data are presented as mean ± SD, with individual data points shown.
(PDF)

S2 Fig Quantitative PCR analysis of TRC pathway and TA protein gene expression in *Asna1*^*cKO*^ embryonic hearts. (A) Relative mRNA expression levels of genes involved in the transmembrane recognition complex (TRC) pathway (Asna1, Bag6, Sgta, Ubl4a) were assessed by qPCR in E14.5 embryonic hearts from control (blue) and *Asna1*^*cKO*^ (red) mice. (B) Relative mRNA expression levels of selected tail-anchored (TA) protein-encoding genes (Emd, Vamp3, Stx12, Vamp8, Lrrc59) were measured from control (blue) and *Asna1*^*cKO*^ (red) hearts. Expression values were normalized to housekeeping genes and are shown relative to control. Each dot represents an individual biological replicate; bars indicate mean ± SD.
(PDF)

S3 Fig Heatmap of RNA-seq analysis at E14.5 showing transcript levels of representative genes involved in ER stress, the unfolded protein response (UPR), ER-associated degradation (ERAD), and autophagy–lysosome pathways. No significant differences in gene expression were observed between *Asna1*^*cKO*^ and control hearts.

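Longer lists of these families, written before the data were examined, were tested at the E14.5 stage. Of 13 ER chaperone and folding genes, 0 passed both thresholds, and 6 had an unadjusted p under 0.05. *P4hb*, *Xbp1* and *Txndc5* passed the adjusted p threshold, both over all genes and adjusted over the list alone, with log2 fold changes of 0.57, 0.53 and 0.51. Of 9 ERAD genes *Derl1* did so (0.34), with 0 past both thresholds and 4 at an unadjusted p under 0.05. Of 9 genes of the integrated stress response, *Aldh1l2* passed both (log2 fold change 0.69, limma adjusted p = 0.00227). The 10 autophagy and lysosome genes were all higher in *Asna1* cKO ventricles by a median of 0.14, and 0 passed both thresholds. Adjusted over the list alone, 4 of the 10 passed an adjusted p of 0.05, against 2 over all genes tested. These counts cover the listed genes only, and the lists do not hold every gene of their families. *Pdia5*, in none of the lists, passed both thresholds (log2 fold change 0.81, limma adjusted p = 0.000247). The paper's Fig 3C has it under the unfolded protein response. As lists, the camera adjusted p was 0.0401 for ER chaperones (median 0.042), 0.0362 for ERAD (median 0.082), 0.0362 for the integrated stress response (median 0.15) and 0.000472 for autophagy. All 4 calls held with fry and none with an estimated correlation (adjusted p from 0.0617 to 0.284). When each heart was left out in turn, the autophagy call held in all 8 fits. The chaperone call was lost in 3 of them (up to 0.35, without *Asna1* cKO replicate 4), the ERAD call in 5 (up to 0.0743, without *Asna1* cKO replicate 2) and that of the integrated stress response in 5 (up to 0.0734, without *Asna1* cKO replicate 4). The ERAD call was also lost with quantile normalization (0.078), and that of the integrated stress response at a mean TPM of at least 5.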

(PDF)

S1 Table Numbers of control (*Asna1*^*f/f*^ or *Asna1*^*f/+*^), *Asna1*^*cKO*^ (*Asna1*^*f/f*^; *Xmlc2-Cre*^+/-^) and *Asna1*^*cHet*^ (*Asna1*^*f/+*^; *Xmlc2-Cre*^+/-^) from crossing *Asna1*^*f/+*^; *Xmlc2-Cre*^+/-^ males with *Asna1*^*f/f*^ females.

S2 Table Antibodies used in this study.

S3 Table Primer sequences used for qPCR in this study.

S4 Table Numerical data underlying Figs 1C, 1H, 1I, 2B, 2D, 2F, 3B–3D, 4A, 5B–5H, 6B, 6D, 6F, S1A, S1B, S2A, S2B and S3.

# Supplementary material for: ASNA1 is essential for cardiac development and function by regulating tail-anchored protein stability and vesicular transport in cardiomyocytes
**Source:** PLoS Genet. 2025 Dec 10;21(12):e1011964. doi: 10.1371/journal.pgen.1011964
**Supplement:** S1 Table

**Supplementary Table S1. Genotype distribution of Asna1 conditional knockout mice across developmental stages**

| Stage | Asna1 <sup>ff</sup> ;Cre- | Asna1 <sup>fl/+</sup> ;Cre- | Asna1 <sup>fl/+</sup> ;Cre+ | Asna1 <sup>ff</sup> ;Cre+ |
|-------|---------------------------|-----------------------------|-----------------------------|---------------------------|
| E14.5 | 10                        | 9                           | 9                           | 12                        |
| E16.5 | 9                         | 10                          | 12                          | 11                        |
| E17.5 | 15                        | 13                          | 16                          | 12                        |
| E18.5 | 5                         | 7                           | 6                           | 4(live)1(dead)            |
| P0    | 18                        | 13                          | 13                          | 5(dead)                   |
| P1    | 4                         | 4                           | 5                           | 0                         |
| P21   | 17                        | 20                          | 19                          | 0                         |

# Supplementary material for: ASNA1 is essential for cardiac development and function by regulating tail-anchored protein stability and vesicular transport in cardiomyocytes
**Source:** PLoS Genet. 2025 Dec 10;21(12):e1011964. doi: 10.1371/journal.pgen.1011964
**Supplement:** S2 Table

## Supplementary Table S2. Antibodies Used in this study

| Antibody              | Vendor               | Catalogue number | Species | Working concentration |
|-----------------------|----------------------|------------------|---------|-----------------------|
| ASNA1                 | LifeSpan Biosciences | LS-C133055       | Mouse   | 1:2000 (WB)           |
| SGTA                  | Proteintech          | 11019-2-AP       | Rabbit  | 1:2000 (WB)           |
| UBL4A                 | Proteintech          | 14253-1-AP       | Rabbit  | 1:2000 (WB)           |
| TRC35                 | Novus Biologicals    | NBP1-86732-25ul  | Rabbit  | 1:2000 (WB)           |
| CAML                  | Proteintech          | 23327-1-AP       | Rabbit  | 1:2000 (WB)           |
| WRB                   | Synaptic systems     | 324 002          | Rabbit  | 1:2000 (WB)           |
| Junctophilin-2 / JPH2 | Santa Cruz           | sc-377086        | Mouse   | 1:2000 (WB)           |
| Dysferlin / DYSF      | Abcam                | ab124684         | Rabbit  | 1:2000 (WB)           |
| Emerin / EMD          | Santa Cruz           | sc-15378         | Rabbit  | 1:2000 (WB)           |
| TMPO                  | Santa Cruz           | sc-28541         | Rabbit  | 1:2000 (WB)           |
| STX5                  | Proteintech          | 26711-1-AP       | Rabbit  | 1:2000 (WB)           |
| STX12                 | Proteintech          | 14259-1-AP       | Rabbit  | 1:2000 (WB)           |
| SEC61 $\beta$         | Proteintech          | 15087-1-AP       | Rabbit  | 1:2000 (WB)           |
| VAPA                  | Proteintech          | 15275-1-AP       | Rabbit  | 1:2000 (WB)           |
| VAPB                  | Proteintech          | 14477-1-AP       | Rabbit  | 1:2000 (WB)           |
| VAMP3                 | Proteintech          | 10702-1-AP       | Rabbit  | 1:2000 (WB)           |
| VAMP8                 | Abcam                | ab76021          | Rabbit  | 1:2000 (WB)           |
| LRRC59                | Sigma                | HPA030829-100UL  | Rabbit  | 1:2000 (WB)           |
| GAPDH                 | Santa Cruz           | sc-377086        | Mouse   | 1:5000 (WB)           |
|                       |                      |                  |         |                       |
| Donkey anti mouse     | Invitrogen           | A21202           | Donkey  | 1:3000 (WB)           |
| Donkey anti rabbit    | Invitrogen           | A31572           | Donkey  | 1:3000 (WB)           |
|                       |                      |                  |         |                       |

# Supplementary material for: ASNA1 is essential for cardiac development and function by regulating tail-anchored protein stability and vesicular transport in cardiomyocytes
**Source:** PLoS Genet. 2025 Dec 10;21(12):e1011964. doi: 10.1371/journal.pgen.1011964
**Supplement:** S3 Table

**Supplementary Table S3. Primer sequences used for qPCR in this study**

| <b>Gene Name</b> | <b>Forward Primer</b>     | <b>Reverse Primer</b>      |
|------------------|---------------------------|----------------------------|
| Asna1            | CAGCCACCAGGCCAATCATA      | CTGGTTGGGCCTCCTTCTTG       |
| HSPA5 (BiP)      | TCAGCCAATTATCAGCAAACCTCT  | TTTTCTGATGTATCCTCTTCACCAGT |
| Grp94            | CTGCTGTGTCCTGCTGACCTT     | TGCGTTTAACCCATCCAAGTGA     |
| Dnajc3           | CACAGTTTCACGCTGCAGTT      | CTCTGTAGTCTTGCGGCAGT       |
| Ero1lb           | GAAGCGTTCATTGACTGGGC      | GCCCTTGTAGCCAGTGTACC       |
| Pdia4            | CTCCGGAAAGCTTGGCTGTT      | GGTGCATAGAACTCCAGTAGCA     |
| Herpud1          | AGCCAATCAGAACTTGCGGA      | GGCCTCTGTCTGAACGGAAA       |
| Edem2            | ACATCCGAGTGGTAGGAGGA      | GCTGTACAGGTAACAGGGGT       |
| Sel1l            | GAAGTGGGGCTTCTGCGAAA      | TTGGTGTGATTCATGCCTGC       |
| Syvn1            | ACGCTGCTCCTCTTCCTCA       | ACCATGGTCATCAGAATGGCG      |
| Atf4             | ATCTCAGTGTGGATCTCGGT      | GCTCTCCCTGTAGACGCTTC       |
| DDIT3 (Chop)     | GCAGCGACAGAGCCAGAATA      | CAAGGTGAAAGGCAGGGACT       |
| Atf3             | CCAGCCACAGTCTCACTCAG      | GACCTGGCCTGGATGTTGAA       |
| Trib3            | CTTTTGAACGAGAGCAAGGC      | GTCCCATGGGTCTTCGTG         |
| Bnip3            | GTCGCCTGGCCTCAGAAC        | AGATTCATGCTGGGCATCCA       |
| Lamp1            | GCCCTGGAATTGCAGTTTGG      | TGCTGAATGTGGGCACTAGG       |
| Lamp2            | AGGAGCCGTTCACTCCAATG      | GTGTGTGCGCTTGTGAGGTA       |
| Nppa (ANF)       | GATAGATGAAGGCAGGAAGCCGC   | AGGATTGGAGCCCAGAGTGGACTAGG |
| Nppb (BNF)       | AAGTCCTAGCCAGTCTCCAGA     | GAGCTGTCTCTGGGCCATTTTC     |
| Myh6             | CTGCTGGAGAGGTTATTCTCG     | GGAAGAGTGAGCGGCGCATCAAGG   |
| Myh7             | TGCAAAGGCTCCAGGTCTGAGGGC  | GCCAACACCAACCTGTCCAAGTTC   |
| Col1a1           | TCACCAAACCTCAGAAGATGTAGGA | GACCAGGAGGACCAGGAAG        |
| Col3a1           | ACAGCAGTCCAACGTAGATGAAT   | TCACAGATTATGTCATCGCAAAG    |
| Bag6             | CAATGCCTGGTGTCCCTGCTTT    | GCTTGCTGTTCCACCAGAAGGA     |
| Sgta             | TGGAGGACAGTGACCTTGCTCT    | TCTTCAGAGGGTGGTGTCTGT      |
| Ubl4a            | CGTCACTTCAGTGTAGCAGATGC   | CCATAGCCTCAGTCACTTCAGG     |
| Emerin           | GGGACCTCACTTGTAGATGCTG    | GATGCTCTGGTAGGCACTGTCT     |
| Vamp3            | AGACCAGAAGCTCTCGGAGCTA    | ACCAGGACACTGATCCCTATCG     |
| Vamp8            | TGGACCACCTCCGAAACAAG      | TTAGGGAGGTCACCCCTGAG       |
| Stx12            | AGCCAATGTGGAAAGCTCGGAG    | TCACTGACAGGACAAGCACGAG     |
| Lrrc59           | ATCATGACCAAGGCCGGTAG      | GTGAGGCCACAGAAATCCGA       |
| Vapb             | GAAGGTGATGGAAGAGTGCAGG    | GCTGTTGCTCGGCATCGCCTT      |
| Sec61b           | TGCGGGATCCACTGTTTCGGCA    | GGAATCTTCCGTGTAGAATCGCC    |
| Gapdh            | CACAGTCAAGGCCGAGAATGGGAA  | GTGGTTCACACCCATCACAAACATG  |
| Polr2a           | CGAGAAGGTCTCATTGACACGG    | ACCACCTGGTTGATGGAGTTCC     |

How the deposited data were processed for this re-analysis (not part of the article)

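RNA-seq of ventricles from 4 control and 4 *Asna1* cKO hearts at E14.5 was analysed. The authors trimmed the reads, aligned them with HISAT2 to mm10, and deposited TPM values per gene symbol for each heart; the authors also used featureCounts, StringTie and DESeq2. Each column of the deposited table was assigned to its heart by name, and the sample labels gave the group and replicate.

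The deposited table held 1048575 data rows, which with its header is 1048576 lines. Of its 13525 symbols, 607 occurred on more than 1 row, up to 78125 rows for a single symbol, and 604 of these had a number of rows that is a whole number to the power of 7. In no symbol and heart did more than 1 value above 0 occur. That value was taken as the TPM of the symbol, and 0 where all rows were 0, which is what summing distinct rows or taking the highest row both give. All 13525 symbols matched RefSeq for GRCm38, from which coordinates were taken. The table covered chromosomes 1, 10, 11, 12, 13, 14, 15 and 16, and chromosome 17 up to position 33940343. Genes elsewhere were not analysed here. The design set before the data were examined named *Asna1*, *Nppa* and sex chromosome genes for checks of the labels, of atrial tissue and of the sex of the embryos, and these checks were not made. The authors' TPM in each heart summed to 33.5% to 34.7% of a whole library's TPM over the genes held. Values were not rescaled in the main setting. TPM keeps no depth, so no counting error is given.

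Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(TPM + 0.5), over the 6109 genes with a mean TPM of at least 1 in the 8 hearts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper. Of 30 gene lists written before the data were examined, 28 had at least 2 tested members and were tested with camera at a preset correlation of 0.01. The fry rotation test and camera with an estimated correlation were alternatives. Named genes were those of Fig 3B, Fig 3D and Fig 4A, the genes of the targeting pathway and tail-anchored proteins that the paper names, and the 5 largest increases and 5 largest decreases among called genes whose groups did not overlap. *Meg3*, *Rian*, *Mirg*, *Rtl1*, *Pdia5*, *Fos*, *Cdkn1a*, and the hits of Fig 3C that were not called, were chosen after their values were seen.

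The alternatives set before the data were examined were pseudocounts of 0.1 and 1, no filter, a mean TPM of at least 5, quantile normalization, median-ratio scaling, rescaling without haemoglobin genes, the highest row of each symbol, robust variance moderation, array weights, the replicate number as a block, each heart left out, and other thresholds for calls. Mitochondrial genes were not analysed here, so the rescaling removed haemoglobin genes only. The highest row gives the values of the main setting by construction. Chosen after seeing the data were raising all values to the highest of the hearts' smallest values above 0, leaving out repeated symbols, and removing each heart's trend with transcript length. Lengths were those of the longest GENCODE transcript, held for 95.8% of tested genes.

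The fit was tested on simulated data made from the means and spreads of the 6109 genes. Of 200 genes changed by known amounts, 191 stayed past the filter and 184 of these were called, all with the right sign, among 187 calls of which 3 were false. Of 28 simulated lists, the 1 that was raised was called and 0 of the others were. Means and spreads of single genes hold no correlation between genes, so this result cannot show how the list test behaves when genes are correlated. In the real data, 16 lists passed at the preset correlation and 3 with an estimated one. Splits with as many control as *Asna1* cKO hearts on each side gave from 0 to 6 lists past the threshold.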

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

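The tests of the patterns below, and the rules for reading them, were chosen after the values were seen.

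In 7 of 74 sets of 4 TPM values of named genes, a single heart lay far from the other 3, where chance gives 3.7. All 7 were in the *Asna1* cKO group. *Sec16b* was 8.95 TPM in replicate 1 against 5.43 to 5.75 in the others, and *Mir3072* was 21.4 in replicate 1 against 11.5 to 12.5. *Atf3* was 16.9 in replicate 3 against 12.8 to 13.4. *Pycr1* was 30.5 in replicate 3 against 34.1 to 34.5, and *Snhg18* was 40.4 in replicate 3 against 54.1 to 55.9. *Lrrc59* was 189 in replicate 2 against 184 in the others, a gap that is wide only because those 3 nearly coincide. *Stfa1* was 0.988 in replicate 4 and listed at 0 in the others. On the log2 scale 6 of these stood out, all but *Atf3*. Once each heart's trend with transcript length was removed 2 did, *Stfa1* and also *Atf3*, so for the set as a whole that trend could neither be taken as the cause nor excluded. No biological explanation was tested.

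The smallest TPM above 0 was 1.11 in *Asna1* cKO replicate 2 against 0.557 to 0.585 in the other *Asna1* cKO hearts. What sets the smallest value is not known here, and it need not be the value of a single read. Lower depth of this heart could raise it if the same counting was used, but depth itself is unknown. A gene listed at 0 may have been expressed below that value. With all smaller values raised to 1.11, 83 genes were upregulated and 14 downregulated, against 79 and 13.

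Genes that the paper does not discuss rose in *Asna1* cKO ventricles with no overlap between the groups. Besides *Pycr1* (log2 fold change 1.73) and *Snhg18* (1.59), they included genes of the imprinted Dlk1-Dio3 domain on chromosome 12. There *Meg3* rose by 1.22, *Rian* by 1.28, *Mirg* by 1.26, *Rtl1* by 1.15 and *Mir3072* by 1.79. From the start of *Meg3* at 109540996 to the end of *Mirg* at 109749458 (GRCm38), 17 genes were tested, 15 were higher and 8 were called, with a median of 1.22. *Mir341* was lower (-0.23). In 5932 windows of 17 neighbouring tested genes outside the domain, the most calls in a window was 4. These genes overlap each other, and *Rtl1* is antisense to noncoding transcripts, so reads could be shared between them and the 17 genes are not independent; whether counting used the strand is not settled here.

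Several technical explanations for this rise are argued against. Most of the domain's symbols were among the repeated rows, but the 290 other repeated symbols tested had a median log2 fold change of 0.013 and none reached 1.22, and *Mirg* and *Mir3072* were on 1 row. The 17 tested genes within 1 Mb on either side, *Dlk1* (0.23) among them, had a median of 0.016 and a highest value of 0.39, against a change of the whole region. The 12 other imprinted genes tested had a median of 0.066, with the highest at 0.25. The 138 other snoRNA and miRNA genes tested had a median of 0.056 and spread widely, from -1.29 to 1.28, with 1 gene at or above 1.22 and 3 called. With the transcript length trend removed, under which the ER chaperone list lost its call, the 13 domain genes with a length kept a median of 1.28 (1.26 before), and 7 were called before and after, which argues against that trend as the whole cause for these genes. The other 4 genes have no length, and for them it stays open. The Cre transgene, and any variant linked to it, goes with the *Asna1* cKO group and cannot be separated from the deletion in this design; these remain open. The paper's controls carry the floxed allele as well. A change of the domain's expression in *Asna1* cKO hearts is a hypothesis, found and tested on the same 8 hearts.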

How the results depend on the processing

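Most results kept their direction and their side of the threshold. Of 799 results for 37 named genes under the alternatives, 760 did, 20 were weaker, 1 was stronger and 18 reversed. For 22 lists besides those of the claims, 32 of 526 results were weaker, 6 stronger and 14 reversed. The COPI and COPII lists kept both under every alternative run. The number of upregulated genes was 79 in the main setting and ranged from 70 to 93 across the 8 fits that each left out 1 heart. It was 224 without a fold minimum, 24 at a fold of at least 2 and 16 with limma treat. The number of downregulated genes was 13, and from 6 to 21 in the fits that left out a heart, with 21 without *Asna1* cKO replicate 3 and 6 without control replicate 1. It was 42 without a fold minimum, 3 at a fold of at least 2 and 0 with limma treat; at an unadjusted p under 0.05, 1016 genes changed in either direction. These differ from the main count because the threshold differs. For *Asna1* itself no alternative gave a value, since it was not analysed here.

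With the replicate number as a block, 75 genes were upregulated and 8 downregulated, and 73 and 7 of these were among the 79 and 13. Deviations of same-numbered hearts were weakly correlated across genes (-0.057, 0.04, 0.102 and 0.031). These values gave no clear sign that the numbers pair the hearts, but they cannot exclude a shared litter or handling. Under the block the ERAD list had an adjusted p of 0.0524, and the ER chaperone list had its median of 0.042 at an adjusted p of 0.054.

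Of the 28 lists, 16 passed in the main setting, 12 to 15 when a heart was left out, 15 with fry and 3 with an estimated correlation. The ER chaperone list (median 0.042, adjusted p = 0.0401) had a median of 0.020 with median-ratio scaling and 0.024 with array weights, and 0.0072 with the length trend removed, and was not past the threshold in these; with an estimated correlation the median of 0.042 had an adjusted p of 0.284, and over the alternatives run it lay between 0.00676 and 0.35. Its median was -0.0046 with quantile normalization, and 0.025 to 0.085 when a heart was left out. The sarcomere list (-0.072) was not past the threshold without a filter (-0.072), with quantile normalization (-0.092), with values raised to a common floor (-0.072), with fry (-0.072) or with an estimated correlation (-0.072); its median lay between -0.11 and -0.055 when a heart was left out. The cause was not tested for any of these.

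Medians near 0 changed sign. The list of Fig 4A (0.019) was -0.019 with quantile normalization, -0.0018 with median-ratio scaling, -0.0096 with rescaling and -0.0099 with the length trend removed, and from -0.028 to 0.036 when a heart was left out. The cardiac ion channel list (-0.042) was 0.044 with array weights and from -0.16 to 0.058 when a heart was left out. The retromer and exocyst list was 0.047 with array weights and from -0.037 to 0.049 with a heart left out. Tail-anchored protein genes had a median from -0.096 to 0.073 with a heart left out. The endothelium list was 0.024 without repeated symbols and the atrium list 0.022 with quantile normalization. Trabecular genes were at 0.089 with array weights and from -0.16 to 0.10 with a heart left out. The cholesterol list was -0.0066 with quantile normalization and from -0.034 to 0.072 with a heart left out. *Sel1l* was -0.019 with quantile normalization and -0.0063 with rescaling, and from -0.028 to 0.12 with a heart left out. *Ddit3* was -0.0055 with quantile normalization, -0.0018 with median-ratio scaling, -0.0096 with rescaling and -0.0099 with the length trend removed, and from -0.024 to 0.10 with a heart left out. *Sgta* was -0.0097 with quantile normalization and -0.00057 with the length trend removed. *Tmpo* ranged from -0.096 to 5.8e-05 and *Stx6* from -0.27 to 0.073 with a heart left out. The cause was not tested.

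The depth of each heart is unknown, as the paper gives the reads per sample only as a range. The smallest TPM above 0 of each heart limits genes near it. Of the 92 called genes, 13 had a mean TPM under 5 and 1 was listed at 0 in at least 1 heart.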

Differences from the paper's values

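The paper reports 326 differentially expressed genes, 262 upregulated and 64 downregulated, against 92, 79 and 13 here. The values are not on the same scale, since the genes analysed here were 31.1% of protein-coding genes and the test was another. Of the alternatives set before the data were examined, dropping the fold minimum gave 224 upregulated genes and 266 genes in all, within 1.5 times the paper's values, at another threshold than the paper's; its 42 downregulated genes did not come within that range. None of the other alternatives set before the data were examined came within 1.5 times any of the 3 values. The paper's counts are not limited to the part of the genome analysed here. A count near them from 31.1% of protein-coding genes therefore does not account for the difference. At the paper's own thresholds, the smaller share of genes by itself lowers the counts found here.

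The paper lists *Kcnc2* among its downregulated genes, and here its log2 fold change of -1.35 had a limma adjusted p of 0.0909. With quantile normalization the adjusted p was 0.0286 and the gene was called; over the alternatives it ranged from 0.0286 to 0.218. The paper lists *Plek*, *Bdkrb2* and *Chst10* among its upregulated genes, and here their limma adjusted p values were 0.259, 0.0905 and 0.157. *Plek* was called without *Asna1* cKO replicate 3 (adjusted p = 0.0462). *Bdkrb2* was called with values raised to a common floor (adjusted p = 0.0477), an alternative chosen after seeing the values. *Chst10* was called in no setting run.

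The paper states that genes of ER stress, the unfolded protein response, ERAD and autophagy did not change significantly at E14.5. Here *Atf4* had a log2 fold change of 0.52, below the fold minimum, with a limma adjusted p of 0.00256. *Aldh1l2*, which is not in Fig 4A, passed both thresholds, with a log2 fold change of 0.69 and a limma adjusted p of 0.00227. *P4hb*, *Xbp1*, *Txndc5* and *Derl1* had limma adjusted p values of 3.87e-05, 0.00287, 0.000264 and 0.00505, with log2 fold changes of 0.57, 0.53, 0.51 and 0.34 that lie below the fold minimum. Of 10 autophagy and lysosome genes, *Gabarap* and *Ctsl* passed the adjusted p threshold (limma, 0.00287 and 0.0156), with log2 fold changes of 0.42 and 0.26, also below the fold minimum. As a list these 10 genes had a camera adjusted p of 0.000472. That call held in all 8 fits that left out a heart but not with an estimated correlation (0.0617). The paper's own Fig 3C lists Reactome terms for the unfolded protein response and for chaperones activated by IRE1-alpha among its upregulated genes. Of their genes *Pdia5* and *Kdelr3* were tested here, and both were upregulated (log2 fold changes of 0.81 and 2.13). The genes of S3 Fig were not used here.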

Other observations

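The tests of splits for gene counts, of macrophages and of a shift of all genes were set before the data were examined, with the exact limits for reading that of macrophages set afterwards; the other tests were chosen after the values were seen.

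Of the 35 splits of the 8 hearts into 4 and 4, 1 gave as many as 92 genes past both thresholds, the real split, and each of the others gave 0. For gene lists, 1 of the 35 splits gave as many as 16 lists past the threshold, again the real split. The highest number in another split was 10.

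A shift that raised all genes could raise the COPI and COPII genes. The median log2 fold change of all tested genes, set as its test, was 0.00579. TPM is scaled to the same total in every heart, which largely sets this median, so whether all genes rose in the tissue stays open. That scaling would remove a shift common to all genes, yet the 9 coat genes had a median of 0.758 (lowest 0.178). The retromer and exocyst list had a median of -0.0091. These values argue against such a shift as the cause of the rise of the coat genes. The clathrin list, set as the comparison, was not level (0.17). A difference in scaling left in the TPM values would also move all genes alike. With median-ratio scaling the median of all tested genes was -0.0151. The 9 coat genes kept a median of 0.737 (0.76 before), and 6 of them were upregulated past both thresholds, as before. This argues against such a difference. The ER chaperone list lost its call there (camera adjusted p = 0.0643, against 0.0401), but it lay near the threshold, so its loss does not show how strong the correction was.

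Log2 values in *Asna1* cKO replicate 4 fell with transcript length. Across 5851 genes, which are not independent replicates, its deviation from its group had a Spearman correlation with length of -0.542, against 0.283, 0.04 and 0.393 in *Asna1* cKO replicates 1, 2 and 3, and between -0.085 and 0.042 in the control hearts. Over the 4141 protein-coding genes with a mean TPM of at least 5, the set in which the trend was first seen, it was -0.709. Deviations within a group sum to 0, so the positive values of the other *Asna1* cKO hearts partly mirror replicate 4. If the smallest TPM above 0 follows depth, lower depth of that heart is argued against, since its value was 0.558 and not the highest of its group. A swapped label is argued against by 81 of the 87 genes upregulated without it, whose value in it lay above every control heart. RNA quality or library preparation of that heart may underlie the trend; neither was tested, and the paper gives RNA integrity only as a range. With the trend removed, 76 genes were upregulated and 15 downregulated, and 73 and 13 of these were among the 79 and 13.

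The epicardium and fibroblast list was higher (8 of 8 genes, median 0.25, camera adjusted p = 0.00763) and the sarcomere list lower. A lower share of cardiomyocytes could give both, and it would raise other cell types alike. The erythroid list was lower, with a median of -0.492 and 4 of 4 genes lower (camera adjusted p = 0.0086). That list also depends on the blood left in the tissue, so it cannot decide this. Of 9 cardiomyocyte genes, a list that shares genes with the sarcomere list, 8 were lower. A lower share of cardiomyocytes therefore stays open. Neither the epicardium nor the erythroid list passed with fry (adjusted p = 0.0848 and 0.12) or with an estimated correlation (0.281 and 0.268), and the erythroid list did not with quantile normalization (0.0887). A change in fibroblasts or in blood left in the tissue stays open and was not tested. For macrophages, 3 of the 4 tested genes were higher and 0 were upregulated past both thresholds; *Lyz2*, the abundant transcript tested, changed by -0.097, and a larger share of macrophages cannot be told apart from no change with so few genes. The macrophage list had a median of 0.21 and a camera adjusted p of 0.34; without *Asna1* cKO replicate 3 it had a median of 0.35 and passed the threshold (adjusted p = 0.0208). Median log2 fold changes of the other lists were -0.052 for endothelium, -0.18 for atrium, -0.059 for trabecular myocardium, -0.031 for cardiomyocytes, 0.030 for cholesterol synthesis and 0.16 for immediate early genes, with camera adjusted p values of 0.362, 0.47, 0.533, 0.219, 0.638 and 0.138. The list of immediate early genes passed in 3 alternatives: without a filter (median 0.32, adjusted p = 0.0466), with rescaling without haemoglobin genes (median 0.36, adjusted p = 0.0413) and with fry (0.0296). Of its 5 tested genes, *Fos* was upregulated (log2 fold change 0.98, limma adjusted p = 0.00691). The 8 cell cycle genes were all lower (median -0.089, camera adjusted p = 0.01, 0.187 with fry), and the call was also lost with an estimated correlation (0.343) and without *Asna1* cKO replicate 1 (0.0829) or 2 (0.0514). Of 7 p53 targets, 5 were higher (median 0.12, camera adjusted p = 0.00769, 0.000285 with fry). That call was lost with an estimated correlation (0.0754), without *Asna1* cKO replicate 4 (0.054) and with repeated symbols left out (0.0759), which removes *Cdkn1a*, the largest change of the list (0.82).

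Among genes whose proteins the paper measured, *Lrrc59* rose from 101 ± 3.28 TPM (SD, n = 4) to 185 ± 2.70 TPM (SD, n = 4), a log2 fold change of 0.87 (limma adjusted p = 3.07e-06). *Sgta* changed by 0.040 (limma adjusted p = 0.739), *Get1* by 0.11 (0.425), *Caml* by 0.19 (0.167) and *Tmpo* by -0.052 (0.767). *Stx6*, which the paper names only as a known substrate, changed by -0.037 (0.964). The 3 pathway genes tested as a list had a camera adjusted p of 0.138, and 0.0156 with fry, and the 3 tail-anchored protein genes 0.138 and 0.000738.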
